# Astrocytic GLUT1 deletion in adult mice enhances glucose metabolism and resilience to stroke

**DOI:** 10.1038/s41467-025-59400-2

**Published:** 2025-05-06

**Authors:** Laetitia Thieren, Henri S. Zanker, Jeanne Droux, Urvashi Dalvi, Matthias T. Wyss, Rebecca Waag, Pierre-Luc Germain, Lukas M. von Ziegler, Zoe J. Looser, Ladina Hösli, Luca Ravotto, E. Dale Abel, Johannes Bohacek, Susanne Wegener, L. Felipe Barros, Mohamad El Amki, Bruno Weber, Aiman S. Saab

**Keywords:** Astrocyte, Cellular neuroscience

## Abstract

Brain activity relies on a steady supply of blood glucose. Astrocytes express glucose transporter 1 (GLUT1), considered their primary route for glucose uptake to sustain metabolic and antioxidant support for neurons. While GLUT1 deficiency causes severe developmental impairments, its role in adult astrocytes remains unclear. Here, we show that astrocytes and neurons tolerate the inducible, astrocyte-specific deletion of GLUT1 in adulthood. Sensorimotor and memory functions remain intact in male GLUT1 cKO mice, indicating that GLUT1 loss does not impair behavior. Despite GLUT1 loss, two-photon glucose sensor imaging reveals that astrocytes maintain normal resting glucose levels but exhibit a more than two-fold increase in glucose consumption, indicating enhanced metabolic activity. Notably, male GLUT1 cKO mice display reduced infarct volumes following stroke, suggesting a neuroprotective effect of increased astrocytic glucose metabolism. Our findings reveal metabolic adaptability in astrocytes, ensuring glucose uptake and neuronal support despite the absence of their primary transporter.

## Abstract (web summary)

Glucose uptake in astrocytes is thought to rely on GLUT1. Here, the authors show that adult mice tolerate astrocyte-specific GLUT1 deletion, which increases astrocytic glucose metabolism and confers neuroprotection in a model of stroke.

## Introduction

Astrocytes play an essential role in brain energy metabolism, underscored by their numerous homeostatic functions and metabolic cooperation with neurons and other glial cells^1–3^. Astrocytic endfeet contact blood vessels^4^, facilitating glucose uptake through glucose transporter 1 (GLUT1), which is expressed on both endothelial cells and astrocytes^5–7^. In fact, GLUT1 is considered the primary glucose transporter of astrocytes^7–9^. Astrocytic glucose dynamics were shown to be modulated by neuronal activity, implicating GLUT1-mediated glucose uptake by astrocytes to be critical for brain function^10–13^. Glycolytic astrocytes partly metabolize glucose to lactate, which when released serves as signaling molecule and energy substrate for neighboring neurons^2,14,15^. An immediate release of lactate from cortical astrocytes was recently shown to be triggered upon arousal-induced cortical activity in vivo^16^. This process is involved in supporting neuronal functions and is critical for memory consolidation and brain plasticity^14,17^.

In Drosophila, glycolytic glial cells were shown to provide neurons with energy substrates fueling their survival^18^. In mice, astrocytes remain viable despite the disruption of mitochondrial respiration (using conditional Cox10 mutants), suggesting that aerobic glycolysis alone in astrocytes is sufficient to maintain cellular integrity and neural circuit functions^19^. In contrast, deleting Cox10 in neurons leads to neurodegeneration, indicating that oxidative phosphorylation is essential for neuronal survival and glycolysis alone cannot meet the ATP demands^20,21^. Hence, astrocytes appear to be metabolically more flexible than neurons, or glucose metabolism may play a more critical role in astrocyte survival and function. However, the metabolic plasticity of astrocytes remains poorly explored^22^, with astrocytic adaptations primarily reported in response to ketogenic diet^23^ and in the context of disease and neuroinflammation^24,25^.

Glucose hypometabolism has been associated with cognitive decline in neurodegenerative disorders such as Alzheimer’s and Parkinson’s diseases^26–28^. In a mouse model of Alzheimer’s disease, the reduction of endothelial GLUT1 levels and subsequent decrease in brain glucose uptake have exacerbated disease progression and cognitive function^6^. Moreover, GLUT1 deficiency syndrome is a genetic disorder caused by autosomal dominant mutations in the *SLC2A1* gene, leading to a dysfunctional GLUT1 protein that reduces brain glucose availability. This condition is associated with developmental delays, acquired microcephaly, and infantile seizures^29,30^. Homozygous inactivation of the GLUT1 gene (*Slc2a1*) in mice results in embryonic lethality^31^. Inducible deletion of GLUT1 from endothelial cells in adult mice leads to severe neuroinflammation, neuronal loss, and rapid lethality^32,33^, underscoring the indispensable role of GLUT1 as the primary endothelial transporter for glucose entry into the brain. However, the specific contributions of astrocytic GLUT1 in maintaining cellular functions and overall brain health have yet to be fully elucidated.

Here, we investigate astrocytic GLUT1 using inducible, astrocyte-specific GLUT1 deletion in adult mice (GLUT1 cKO). Astrocytes lacking GLUT1 remain viable, and GLUT1 cKO mice do not develop any visible signs of glial pathology, neuronal loss, or inflammation. GLUT1 cKO animals show no overt behavioral deficits, as their sensorimotor and cognitive performances are comparable to those of littermate controls. Unexpectedly, glucose uptake and consumption are strongly upregulated in GLUT1-deficient astrocytes. Upon exposure to stroke, GLUT1 cKO mice exhibit a smaller infarct size, suggesting that enhanced glucose metabolism in astrocytes increases resilience to stroke. Taken together, our results demonstrate that astrocytes are capable of adapting their glucose uptake machinery in the absence of GLUT1. We propose that this metabolic plasticity of astrocytes not only maintains cellular and neural circuit functions but also confers neuroprotection.

## Results

### Inducible deletion of astrocytic GLUT1 in adult mice

Astrocytes are considered to rely on GLUT1, their key glucose transporter^8,9,13^, to ensure glucose uptake and glycolysis. To investigate the role of GLUT1 in astrocytic glucose metabolism and brain function in adult mice, we generated inducible and astrocyte-specific GLUT1 conditional knockout mice (GLUT1 cKO mice). We crossbred mice carrying loxP-flanked *Slc2a1* (GLUT1^fl/fl^)^34^ with GLAST^CreERT2/+^ mice^35^, which express the tamoxifen-inducible Cre-recombinase under the astrocyte-specific GLAST (*Slc1a3*) promoter (Fig. 1a). We induced GLUT1 recombination in 8–10-week-old *GLUT1*^*fl/fl*^*;GLAST*^*CreERT2/+*^ mice via tamoxifen treatment and conducted experiments approximately 60 days post-injection (Fig. 1b). Littermate control mice (*GLUT1*^*fl/fl*^*;GLAST*^*+/+*^) were treated identically with tamoxifen.

**Fig. 1:**
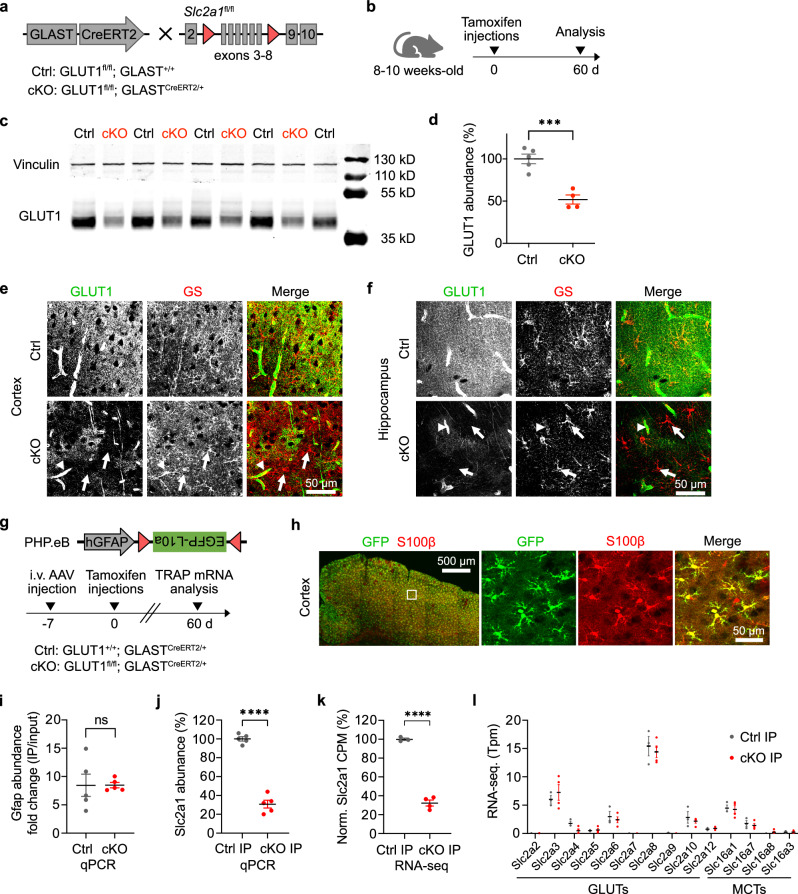
Inducible deletion of astrocytic GLUT1 in adult mice. **a** Generation of GLUT1^fl/fl^;GLAST^CreERT2/+^ (GLUT1 cKO) mice and littermate controls (GLUT1^fl/fl^;GLAST^+/+^). **b** Tamoxifen injections over 5 consecutive days in 8- to 10-week-old mice, with analyses conducted 60 days post-injection. **c**, **d** Western blot of GLUT1 (45 kDa) in capillary-depleted brain tissue shows a 48 ± 5% reduction in cKO mice (*n* = 4) compared to controls (*n* = 5, *p* = 0.0005, two-sided unpaired t-test). Vinculin served as loading control. Immunolabeling for GLUT1 and glutamine synthetase (GS) in cortex (**e**) and hippocampus (**f**) shows a marked reduction of GLUT1 signal in cKO brain sections (bottom panels). White arrows highlight GLUT1-depleted astrocytes, while capillaries (arrowheads) retain GLUT1 expression. Observed in four mice per genotype. **g** Cre-dependent AAV (PHP.eB-hGFAP-DIO-EGFPL10a) injected intravenously into *GLUT1*^*fl/fl*^*;GLAST*^*CreERT2/+*^ mice (cKO) and *GLUT1*^*+/+*^*;GLAST*^*CreERT2/+*^ mice (as controls) enabled astrocyte-specific EGFP-L10 expression for translating ribosome affinity purification (TRAP). Tamoxifen was administered 7 days post-AAV injection, and TRAP RNA was collected 60 days later. **h** Immunostaining confirms widespread EGFP-L10 expression (anti-GFP) in astrocytes (anti-S100β) using the approach in (**g**), observed in two mice per genotype. **i** qPCR analysis of astrocytic Gfap polysome-associated RNA following TRAP shows an 8.5-fold enrichment in immunoprecipitated (IP) samples vs. input in control (*n* = 5) and cKO mice (*n* = 5, *p* = 0.9873, two-sided unpaired t-test). **j** qPCR analysis of GLUT1 (Slc2a1) polysome-associated RNA in IP samples shows a 69 ± 5% reduction in cKO mice (*n* = 5) vs. controls (*n* = 5, *p* < 0.0001, two-sided unpaired t-test). **k** RNA-seq reads (counts per million, CPM) from exons 3–8 of *Slc2a1* show a 68 ± 4% reduction in cKO cortical IP samples (*n* = 4) vs. controls (*n* = 3, *p* < 0.0001, two-sided unpaired t test). **l** RNA-seq analysis of glucose and monocarboxylate transporters reveals no significant differences between genotypes (*n* = 3 vs. 4, *p* > 0.85 for all genes, two-way Anova with Šídák’s multiple comparisons test). Data are presented as scatter dot plots with mean ± SEM. Source data are provided as a Source Data file.

Given that endothelial cells express high levels of GLUT1^6^, we assessed GLUT1 deletion in GLUT1 cKO mice using western blot analysis on capillary-depleted brain homogenates (Fig. 1c, Supplementary Fig. 1a). As previously reported^6^, the 55 kDa isoform of GLUT1 was abundant in brain microvessels, whereas the astrocytic 45 kDa isoform of GLUT1 was enriched in capillary-depleted brain homogenates (Supplementary Fig. 1b). The latter isoform was significantly reduced by 50% in GLUT1 cKO forebrain lysates relative to controls (Fig. 1c, d), a substantial reduction given that astrocytes account for approximately 20% of the cells in the forebrain^36^, and that GLUT1 is also expressed by other neural cell types^8,37,38^. Notably, immunoblot analysis revealed no changes in the abundance of GLUT2, GLUT3, and GLUT4 (Supplementary Fig. 1c–h), suggesting that the deletion of astrocytic GLUT1 did not affect the abundance of these other main glucose transporters. The specific loss of GLUT1 from astrocytes in cKO mice was confirmed by immunohistochemistry (Fig. 1e, f). To assess the extent of astrocytic GLUT1 deletion, we devised an approach to enrich actively translated mRNA specifically from astrocytes by intravenously injecting a Cre-dependent adeno-associated virus (AAV) expressing EGFP-tagged ribosomal protein L10a (EGFPL10a) under the hGFAP promoter (AAV-PHP.eB-hGFAP-DIO-EGFPL10a) into *GLUT1*^*fl/fl*^*;GLAST*^*CreERT2/+*^ mice and *GLUT1*^*+/+*^*;GLAST*^*CreERT2/+*^ control mice, followed by tamoxifen treatment 7 days post-AAV injection (Fig. 1g). 

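Translating ribosome affinity purification (TRAP) pulls down EGFP-tagged ribosomes with the mRNA they carry, so the immunoprecipitated (IP) fraction is enriched for transcripts of the cells that express the tag. The RNA-seq data compared here are cortical IP libraries of 3 mice labelled control and 4 mice labelled cKO, which the paper's source data for Fig. 1k name sample by sample. Tamoxifen was given over 5 days at an age of 8 to 10 weeks, and RNA was collected 60 days later. The labels list 5 control IP samples. The paper excluded samples for a low read count or for high expression of neuronal genes without naming them, and 2 control IP samples were not analysed here. The authors trimmed the single-end Smart-seq2 reads, assigned them to GENCODE vM17 transcripts with kallisto and deposited estimated counts summed per gene, without normalization. Kallisto splits a read between transcripts that share its sequence, so genes with near-identical copies have less certain counts. The total estimated count was 40734343, 28938380 and 19294382 in the 3 libraries labelled control. It was 18592696, 24173901, 19993246 and 12570309 in the 4 libraries labelled cKO, which therefore had the lower median. The paper states a depth of about 20 M reads per sample. Counts were rounded to whole numbers, genes with low counts were removed with edgeR's filterByExpr, and 13296 of 21923 genes were tested. Libraries were normalized by the TMM method, and genotypes were compared with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Each library was counted as 1 sample, as the paper's source data list them separately. No pair of the same genotype agreed within counting noise, as 2 copies of 1 library would (lowest chi-square per degree of freedom over genes 32.2), which does not show that each comes from its own animal. With 3 samples against 4, an exact two-sided permutation test of a single value cannot give a p below 0.0571.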

Immunohistochemistry confirmed widespread cortical expression of EGFPL10a specifically in astrocytes with this approach (Fig. 1h). We examined the enrichment of astrocytic translating mRNAs by Gfap qPCR analysis on samples from cortical lysates, comparing input and immunoprecipitated (IP) samples, and revealed a comparable eight-fold increase in *Gfap* mRNA abundance in IP samples from both genotypes (Fig. 1i). RNA-seq analysis confirmed enrichment of astrocyte-specific translating mRNAs in the IP samples (Supplementary Fig. 2a). Analysis of GLUT1 (*Slc2a1*) mRNA expression in IP samples by qPCR and RNA-seq analysis revealed a 70% reduction in *Slc2a1* transcript abundance in cKO mice compared to controls (Fig. 1j, k). 

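Slc2a1 lies on chromosome 4 of GRCm38 from 119108745 to 119137330. Its deposited count covers the whole gene, whereas the CPM in Fig. 1k covers exons 3 to 8, the part counted by the authors in a separate STAR alignment. The estimated count of the whole gene was 2427, 1631 and 1199 in the 3 libraries labelled control, and 1003, 1456, 1196 and 787 in the 4 libraries labelled cKO. After TMM normalization this was 59.5 ± 2.02 CPM (SD, n = 3) in the libraries labelled control and 59.0 ± 2.30 CPM (SD, n = 4) in the libraries labelled cKO. The reduction at the level of the whole gene was 0.902%, smaller than the spread between replicates (exact two-sided permutation test, p = 0.857). Relative to the geometric mean of Gfap, Aldh1l1 and Gja1, the alternative that moved it most, the reduction was -16.7%, that is, a higher level in the libraries labelled cKO. This shift was smaller than the SD of 26.9% between the libraries labelled cKO (exact two-sided permutation test, p = 0.4). The gene-level count therefore does not separate the genotypes and gives no check of the labels. The paper's CPM of exons 3 to 8 in the same 7 libraries was 22.9, 22.2 and 21.9 in those named control, and 5.60, 8.18, 6.56 and 8.60 in those named cKO. Set against the gene-level CPM by library size, the paper's exon CPM came to 37.7% of the gene in the libraries labelled control and 12.2% in those labelled cKO. From the loss of reads in these exons, together with qPCR, the paper concludes that Slc2a1 transcript abundance was reduced in astrocytes of cKO mice.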

Next, we investigated whether the reduction of GLUT1 could be compensated by other glucose transporters (GLUTs) in astrocytes, indicated by changes in actively translated mRNAs. 

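Of the 10 GLUT genes plotted in Fig. 1l, 7 had enough counts to be tested in the IP libraries. Slc2a2, Slc2a7 and Slc2a9 did not pass the low-count filter, and a difference in them was not detectable at this depth. The log2 fold changes of the 7 tested GLUT genes, cKO against control, lay between -1.07 for Slc2a4 and 0.36 for Slc2a3. The standard error of the change of Slc2a3 was 0.27. The change of Slc2a4 had a standard error of 1.29 and rested on few counts, with 2.49 ± 0.546 CPM (SD, n = 3) in the libraries labelled control and 1.17 ± 1.47 CPM (SD, n = 4) in those labelled cKO. Slc2a8 changed by -0.066 on the log2 scale (standard error 0.20), and this change became positive in 1 of the fits that each left out one library and with 1 surrogate variable. No gene passed the threshold after Benjamini-Hochberg adjustment, either over the 10 tested genes of Fig. 1l alone (lowest adjusted p = 0.857 from edgeR's quasi-likelihood test) or over all genes. The number that passed over the list was 0 in every alternative processing that was run.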

RNA-seq analysis on IP samples showed no significant differences in mRNA levels of other GLUTs between the genotypes (Fig. 1l). Adult brain tissue can be fueled to some extent by circulating lactate and ketone bodies, which enter the brain via monocarboxylate transporter 1 (MCT1). However, we found no overt changes in the expression levels of *Slc16a1* (MCT1) or the other major MCTs expressed in mammalian cells (Fig. 1l). 

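Slc16a1 (MCT1) had 18.5 ± 2.398 CPM (SD, n = 3) in the IP libraries labelled control and 18.7 ± 7.34 CPM (SD, n = 4) in those labelled cKO. Its log2 fold change was 0.016 (standard error 0.29, adjusted p = 0.957 over the tested transporters from edgeR's quasi-likelihood test), well within the spread between replicates, and its sign depended on the normalization. Of the other 3 MCT genes in Fig. 1l, Slc16a7 (MCT2) had a log2 fold change of 0.11 (standard error 0.37) and Slc16a3 (MCT4) one of -0.66 (standard error 1.12). Slc16a3 was close to the detection limit, at 0.888 ± 0.519 CPM (SD, n = 3) in the libraries labelled control. Slc16a8 (MCT3) did not pass the low-count filter. It had 0 counts in every library labelled control and in the cKO libraries AstroTRAP_9 and AstroTRAP_17, and at most 30 counts in the others. Without the filter its unadjusted p was 0.0317 and its adjusted p over all genes 0.9999 from edgeR's quasi-likelihood test. None of the MCT genes that passed the filter had an unadjusted p under 0.05, and the lowest was 0.567.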

Differential gene expression analysis identified 13 DEGs that were significantly (FDR < 0.05) up- or downregulated between the genotypes (Supplementary Fig. 2b), reflecting overall moderate changes in the translational profile. 

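In the IP libraries, 6 of the tested genes had an adjusted p under 0.05 with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, 5 of them higher and 1 lower in the libraries labelled cKO. These were Hddc3, Cap1 and Hdac1, which are among the 13 genes of the paper, and Gm10036, Gm10093 and RP23-39F24.2, which are not. With edgeR's exact test, which the paper used, 18 genes passed, among them all 13 genes of Supplementary Fig. 2b. With DESeq2, the alternative that moved the count most, 21 genes passed, 12 of them the paper's. Hddc3, on chromosome 7 of GRCm38 from 80343075 to 80346716, rose from 30.1 ± 2.94 CPM (SD, n = 3) to 157 ± 17.4 CPM (SD, n = 4). Its log2 fold change was 2.39 (standard error 0.14, adjusted p = 8.08e-05 from the quasi-likelihood test). Cap1, on chromosome 4 from 122859048 to 122886076, rose from 31.7 ± 2.47 to 99.5 ± 8.28 CPM, a log2 fold change of 1.65 (standard error 0.13, adjusted p = 8.19e-04 from edgeR). Hdac1, on chromosome 4 from 129516104 to 129542646, fell from 70.2 ± 6.03 to 25.1 ± 3.91 CPM, a log2 fold change of -1.48 (standard error 0.16, adjusted p = 0.00457 from edgeR). Its pseudogene copy, which the files list as Gm10093, changed the other way, by 21.7% of the fall. The summed counts of both fell from 70.3 ± 5.99 to 35.0 ± 4.51 CPM, a log2 fold change of -1.01 (standard error 0.15, adjusted p = 0.0789 from edgeR). With each library left out in turn, Hddc3 and Cap1 passed in 7 of 7 fits, as did Gm10036 and Gm10093, Hdac1 in 6 and RP23-39F24.2 in 4. The other genes of Supplementary Fig. 2b kept the direction shown there, with adjusted p-values from the quasi-likelihood test between 0.0904 for Ppt1 and 0.955 for Cfap206 and Rsg1. Ppt1, on chromosome 4 from 122836077 to 122859175, rose by 0.81 on the log2 scale (standard error 0.12), and Iqcc, on the same chromosome from 129615617 to 129619093, by 0.85 (standard error 0.15). Dctd, on chromosome 8, rose by 0.80, while Pon2 on chromosome 6 had a log2 fold change of -0.81, Pop4 on chromosome 7 one of -1.01, Psmb5 on chromosome 14 one of -0.71 and Arsb on chromosome 13, listed as arsb, one of -0.70. On chromosome 4, Arhgef19 had a log2 fold change of -0.79 and Rsg1, which RefSeq lists as Cplane2, one of -3.87. Cfap206, on chromosome 4 from 34688574 to 34730263, had 0 counts in every library labelled cKO and was at least 5.80-fold lower there than in the libraries labelled control.

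**Figure D1:**
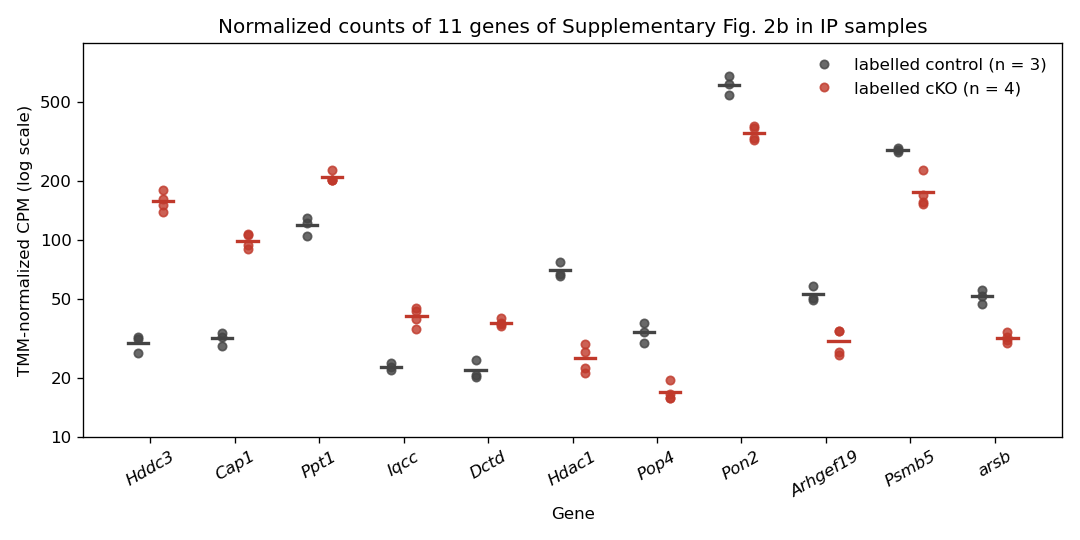
TMM-normalized CPM, on a log scale, of 11 genes of Supplementary Fig. 2b in the 3 IP libraries labelled control (grey) and the 4 labelled cKO (red), with each library as a point and the group mean as a line. Cfap206 and Rsg1 are left out because some libraries had a CPM near 0. The groups do not overlap for any of the genes drawn.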

Gene Ontology (GO) enrichment analysis highlighted biological processes such as vacuolar acidification, positive regulation of glial cell differentiation, and RNA processing (Supplementary Fig. 2c). 

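The GO terms themselves were not analysed here. Gene lists for vacuolar acidification and RNA processing, written before the data were examined, were compared between genotypes in the IP libraries with limma's camera test on log CPM. The 19 subunit genes of the vacuolar ATPase had a mean log2 fold change of -4.6e-04, between -0.15 and 0.47 for single genes, and the set did not differ from the other genes (adjusted p = 0.999 from limma camera, with Benjamini-Hochberg adjustment over 10 sets). For 80 tested genes of ribosomal RNA and non-coding RNA processing the mean was -0.13, with 25 of them higher in the libraries labelled cKO. The unadjusted p of this set was 0.0174 and its adjusted p was 0.174 from the camera test. With each library left out in turn, the mean of the RNA processing set stayed between -0.16 and -0.082, and it passed the threshold in 2 of the 7 fits, without AstroTRAP_19 (adjusted p = 0.0170 from limma camera) and without AstroTRAP_1 (0.0310).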

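Gene lists for energy metabolism were compared between the genotypes in the IP libraries in the same way. The 20 genes of glycolysis had a mean log2 fold change of -0.12 (adjusted p = 0.595 from limma camera), with 3 of them higher in the libraries labelled cKO. For the 23 genes of the tricarboxylic acid cycle the mean was -0.087 (adjusted p = 0.275 from limma camera), with 2 genes higher. The means were -0.092 for 7 genes of the pentose phosphate pathway (adjusted p = 0.810 from limma camera), -0.013 for 14 genes of glycogen metabolism (0.912) and 0.016 for 74 genes of oxidative phosphorylation (0.452). None of these sets passed the threshold with all 7 libraries, and the signs of the last 2 sets depended on the libraries included. Without the cKO library named AstroTRAP_1 in the paper's source data, glycolysis and the tricarboxylic acid cycle both passed (each adjusted p = 0.00594 from limma camera), with means of -0.27 and -0.16. Without the control library AstroTRAP_19 they passed as well (adjusted p = 0.0118 and 0.00240 from limma camera). Neither passed with any other library left out. Across the 7 fits the means ranged from -0.27 to -0.016 for glycolysis and from -0.18 to -0.023 for the tricarboxylic acid cycle. These fits used a fixed inter-gene correlation of 0.01. With the correlation estimated from the 7 libraries, the adjusted p of every set was 0.999 from limma camera, and the fits without a library were not repeated in this way.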

Notably, no overt changes were observed in processes related to energy metabolism, suggesting that GLUT1 deletion does not strongly impact the translation of metabolic genes in astrocytes.

### Astrocytic GLUT1 deletion does not lead to behavioral changes

Considering GLUT1’s crucial role as the primary glucose transporter in astrocytes, we next investigated whether its loss would adversely affect astrocytic functions, impacting neural viability and integrity. Analysis of RNA-seq data from cortical IP samples, assessing the expression of astrocyte-reactive markers^39^, showed no differences in marker expression between genotypes (Supplementary Fig. 3a), indicating absence of astrogliosis following GLUT1 deletion. Similarly, immunoblotting and immunostaining for GFAP, which is typically upregulated in astrogliosis and neuroinflammatory conditions^39,40^, revealed no differences in the cKO cortex compared to control animals (Supplementary Fig. 3b–d). 

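Of the 36 marker genes of reactive astrocytes in Supplementary Fig. 3a, 26 had enough counts to be tested in the IP libraries. Gfap had 1420 ± 142 CPM (SD, n = 3) in the libraries labelled control and 1320 ± 882 CPM (SD, n = 4) in those labelled cKO, a log2 fold change of -0.10 (standard error 0.38), smaller than the spread between replicates. The large spread in the cKO group came with 2623 CPM in the library named AstroTRAP_1, against 726, 843 and 1089 CPM in the others. Vim had a log2 fold change of 0.12 (standard error 0.35), and both genes changed sign with a library left out. The log2 fold changes of the 26 genes lay between -3.46 for Ggta1 and 1.50 for Tm4sf1, with 12 higher and 14 lower in the libraries labelled cKO. Both of these genes had few counts. Ggta1 had 1.81 CPM in the libraries labelled control and 0.164 CPM in those labelled cKO, with at most 9 counts in the latter (standard error 1.24). Tm4sf1 had 0.477 and 1.34 CPM, with as few as 2 counts in a library labelled control (standard error 1.14). Ggta1 was the 1 gene with an unadjusted p under 0.05. No marker passed after adjustment over the list (lowest adjusted p = 0.466, for Ggta1, from edgeR's quasi-likelihood test) or over all genes. With each library left out in turn, between 0 and 2 markers passed the adjustment over the list. As sets, the pan-reactive markers had a mean log2 fold change in log CPM of -0.59 (adjusted p = 0.452 from limma camera). The A1-specific markers had one of -0.55 (0.746) and the A2-specific markers one of 0.15 (0.999). These means come from log CPM and not from the edgeR changes above. With edgeR, the 11 tested pan-reactive genes changed by between -1.45 and 0.12, with a median absolute change of 0.12, 4 higher and 7 lower. Of these genes, Aspg, Cd44 and S1pr3 had 0 counts in AstroTRAP_17, so the set mean rests partly on values at 0. Without AstroTRAP_1 the pan-reactive set passed, with a mean of -1.02 (adjusted p = 0.0149 from limma camera), and it did not in the other 6 fits that each left out one library. In those 6 fits the mean of this set came as near to no change as -0.19 without AstroTRAP_19 and -0.063 without AstroTRAP_17.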

Sholl analysis revealed comparable astrocyte morphology between the genotypes (Supplementary Fig. 3e). Astrocytic density remained normal (Supplementary Fig. 3f), and there were no signs of microglial activation, as shown by comparable immunostainings for IBA1, a marker for microglia (Supplementary Fig. 3g). Furthermore, neuronal cell density was similar across genotypes (Supplementary Fig. 3h). Hence, the loss of astrocytic GLUT1 did not lead to secondary neuroinflammation and degeneration.

To determine whether GLUT1 deletion affected systemic metabolic homeostasis, we assessed body weight and non-fasted blood glucose concentrations, both of which were comparable between male cKO and control mice (Supplementary Fig. 3i, j). This indicates that astrocytic GLUT1 deletion does not alter basal blood glucose homeostasis.

Since astrocyte dysfunctions are known to impact sensorimotor and cognitive abilities^40^, we next examined whether the loss of astrocytic GLUT1 affects behavioral functions. We evaluated sensorimotor skills and cognitive performance in male cKO mice and littermate controls 2-3 months after tamoxifen treatment (Fig. 2a). Sensorimotor performance was assessed through gait analysis, the ledge test, hindlimb clasping, and the horizontal wire test (see Methods for more details), all of which resulted in a comparable total score between control and cKO mice (Fig. 2b). To evaluate spatial learning and memory, we employed the Barnes maze task, wherein mice must learn and remember the location of an escape hole using visual cues (Fig. 2c). The learning curves during the acquisition phase were similar between genotypes, indicating intact spatial learning abilities in cKO mice (Fig. 2d). Furthermore, during memory recall, both control and cKO mice located the target hole with equal proficiency, confirming intact memory formation and retention (Fig. 2e). Additionally, both control and cKO mice walked comparable distances, which confirms normal locomotor activity (Fig. 2f).

**Fig. 2:**
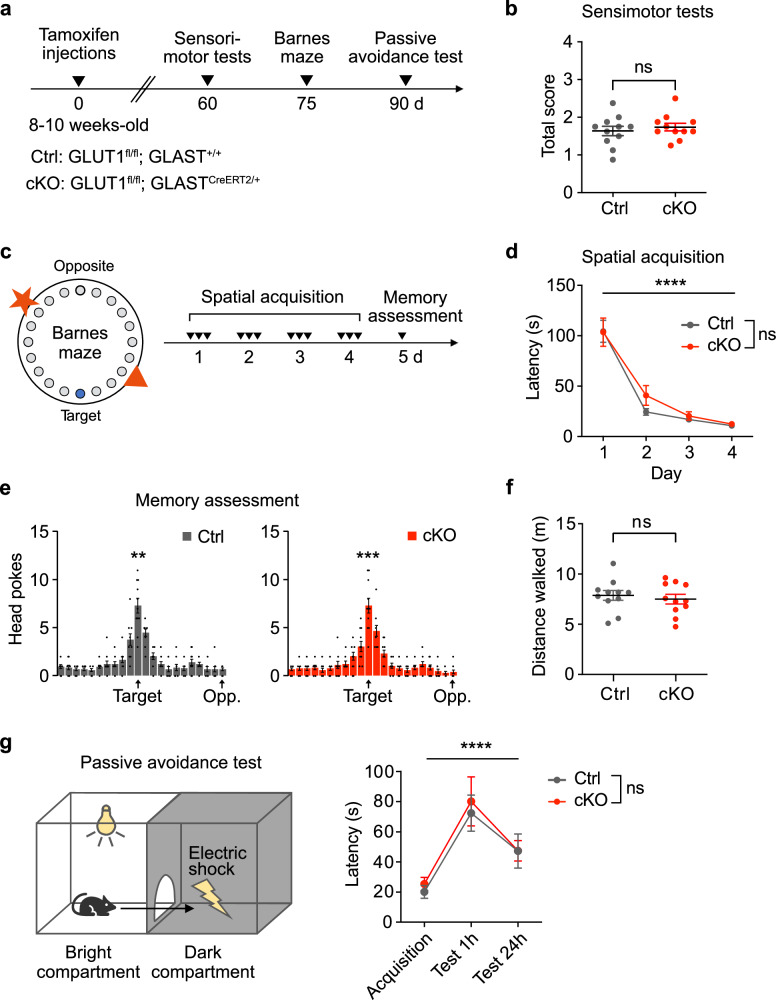
Astrocytic GLUT1 deletion does not affect sensorimotor, learning or memory functions. **a** Experimental timeline: Behavioral tests were conducted 60, 75, and 90 days post-tamoxifen treatment, with a one-week rest between tests. **b** Sensorimotor performance (gait, ledge, hindlimb clasping, and horizontal wire test) was comparable between Ctrl (*n* = 11) and cKO (*n* = 11) mice (*p* = 0.5295, two-sided unpaired t-test). **c** Left: Barnes maze setup with 22 holes, one escape hole, and visual cues. Right: Experimental timeline with a 4-day acquisition phase (arrowheads indicate sessions), followed by a day 5 memory test with the target hole sealed. **d** Both Ctrl (*n* = 11) and cKO (*n* = 11) mice showed a significant decrease in latency to find the target hole from day 1 to day 4 (Ctrl: β = -93.71 s, cKO: β = −91.05 s, each *p* < 0.0001, two-sided paired t-test), with no genotype differences in spatial learning (F_*interaction*_(3,60) = 0.6990, *p* = 0.5563, two-way ANOVA). **e** On day 5, Ctrl (*n* = 11) and cKO (*n* = 11) mice preferentially identified the target hole over an adjacent hole (Ctrl: β = 3.6, *p* = 0.0027; cKO: β = 4.3, *p* = 0.0003, two-sided paired t-test), indicating intact memory retrieval in cKO mice. **f** Locomotor performance on day 5 was comparable between Ctrl (7.9 ± 0.5 m; *n* = 11) and cKO (7.5 ± 0.5 m; *n* = 11, *p* = 0.5979, two-sided unpaired t-test). **g** Passive avoidance setup with bright and dark compartments. Memory retention was measured by latency to enter the dark compartment 1 h and 24 h post-acquisition. Both Ctrl (*n* = 11) and cKO (*n* = 10) mice showed increased latency at 1 h (Ctrl: β = 52.27 s, *p* = 0.0015; cKO: β = 54.90 s, *p* = 0.0126) and 24 h (Ctrl: β = 27.09 s, *p* = 0.058; cKO: β = 22.10 s, *p* = 0.0040), with no genotype differences (F_*interaction*_(2,38) = 0.08586, *p* = 0.9179, two-way ANOVA). Data are represented as mean ± SEM. Source data are provided as a Source Data file.

We also conducted the passive avoidance test (Fig. 2g), a fear-motivated learning paradigm, given the reported importance of astrocyte metabolism in fear-related memory formation^17^. During the acquisition phase, normal latencies were observed between genotypes in crossing into the dark compartment, a natural behavior in mice, upon which they received an electric foot shock delivered to the grid floor. When tested 1 and 24 h later, both control and cKO mice demonstrated significantly longer latencies to cross into the dark compartment, indicating no difference in short- and long-term memory formation between the genotypes (Fig. 2g).

The absence of detectable impairments in learning and memory in GLUT1 cKO animals suggests that astrocytic GLUT1 deletion does not overtly disrupt cognitive function under these conditions.

### Glucose metabolism is enhanced in GLUT1 cKO astrocytes

Given the absence of neuroinflammation and behavioral deficits in GLUT1 cKO mice, we explored whether glucose uptake and metabolism are affected in astrocytes lacking GLUT1. To address this, we utilized the genetically-encoded glucose FRET sensor FLII12 Pglu700μΔ6 (termed FLIIP)^41^ and first assessed its functionality in cortical slices of adult wild-type mice following intracortical delivery via AAVs encoding FLIIP under the hGFAP promoter (Supplementary Fig. 4a). Immunohistochemistry for S100β confirmed astrocyte-specific expression of FLIIP 3 weeks after AAV delivery (Supplementary Fig. 4b). Two-photon (2P) sensor imaging in acute brain slices was performed 3–4 weeks after intracortical AAV injections in artificial cerebrospinal fluid (ACSF) containing 5 mM glucose and 3 mM lactate as energy substrates. Notably, astrocytic glucose levels significantly increased upon elevating extracellular glucose concentrations ([Glc]_O_) to 50 mM and decreased upon removal of glucose from the ACSF (Supplementary Fig. 4c, d). Hence, the sensor in astrocytes is not saturated at 5 mM [Glc]_O_ and allows the study of astrocytic glucose metabolism.

Next, we investigated how glucose metabolism was affected upon GLUT1 deletion. To ensure we primarily imaged astrocytes targeted for Cre recombination in GLUT1 cKO mice, we co-injected a Cre-reporter AAV encoding TdTomato (AAV2/8-CAG-DIO-TdTomato) together with an AAV encoding FLIIP (AAV2/9-hGFAP-FLIIP). One week later, we started the tamoxifen treatment for 5 consecutive days and performed acute brain slice experiments 60-70 dpi (Fig. 3a). Control mice also expressed CreERT2 (*GLUT1*^*+/+*^*; GLAST*^*CreERT2/+*^), and only astrocytes expressing both TdTomato and FLIIP in both genotypes (Fig. 3b) were used for analysis. Notably, we verified that the Cre-reporter AAV was not leaky and only expressed TdTomato in Cre-active astrocytes, given the absence of TdTomato in *GLAST*^*+/+*^ mice lacking CreERT2 expression (Supplementary Fig. 5). To assess basal glucose levels, we obtained the raw FRET ratios of individual cortical astrocytes from control and cKO brain slices at 5 mM [Glc]_O_ (Fig. 3c, d). For subsequent normalization to the minimum, glucose levels were also assessed at 0 mM [Glc]_O_ (Fig. 3c, d). Both the raw and normalized FRET ratios (Fig. 3d, e) showed no difference between the genotypes, suggesting that GLUT1 cKO astrocytes maintained comparable resting glucose levels to control astrocytes.

**Fig. 3:**
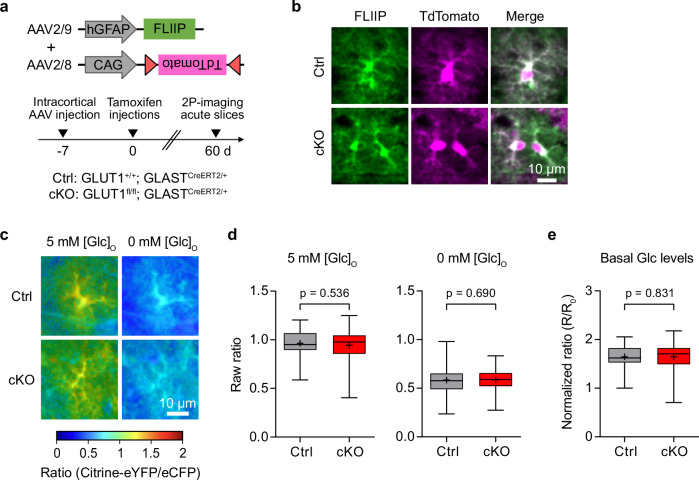
Astrocytes have normal basal glucose levels in GLUT1 cKO mice. **a** Experimental timeline: Intracortical injection of AAVs encoding glucose sensor FLII12 Pglu700μΔ6 (FLIIP) and DIO-TdTomato into ~8-week-old *GLUT1*^*fl/fl*^*;GLAST*^*CreERT2/+*^ (cKO) and *GLUT1*^*+/+*^*;GLAST*^*CreERT2/+*^ (Ctrl) mice, followed by tamoxifen treatment 7 days later. Acute cortical slice two-photon (2 P) imaging was performed ~60 days post-tamoxifen treatment. **b** Example 2P images of cortical astrocytes co-expressing FLIIP and TdTomato (marking cells targeted for Cre recombination) selected for glucose imaging (observed in 5 Ctrl and 6 cKO mice). Scale bar: 10 µm. **c** Representative color-coded glucose sensor ratio images from Ctrl and cKO astrocytes in ACSF with 5 mM glucose ([Glc]_O_) and after removal of extracellular glucose (0 mM [Glc]_O_). Warm and cold colors indicate high and low glucose levels, respectively. **d** Quantification of raw sensor ratios from astrocytes under conditions in (**c**). At 5 mM [Glc]_O_ and 0 mM [Glc]_O_, glucose sensor ratios were comparable between Ctrl (*n* = 63 cells from 9 slices, 5 mice) and cKO (*n* = 101 cells from 12 slices, 6 mice) (*p* = 0.536 at 5 mM [Glc]_O_; *p* = 0.690 at 0 mM [Glc]_O_, two-sided linear mixed model). **e** Normalized glucose sensor ratios (5 mM [Glc]_O_ ratios normalized to the average minimum at 0 mM [Glc]_O_) show comparable basal glucose levels between genotypes (*p* = 0.831, two-sided linear mixed model). Box plots show the median (center line), quartiles (box bounds), mean (+) and min-to-max (whiskers). Source data are provided as a Source Data file.

Resting glucose levels are controlled by the balance between glucose uptake and glucose consumption rates. Given this, we investigated whether GLUT1-deficient astrocytes would exhibit altered glucose uptake and metabolism. To assess glucose uptake dynamics, we transiently increased [Glc]_O_ from 5 to 25 mM, which increased cytosolic glucose levels in both GLUT1 cKO and control astrocytes (Fig. 4a). The slope of glucose increase was similar between the genotypes (Fig. 4b), indicating comparable glucose uptake kinetics. Interestingly, the increase in intracellular glucose levels was significantly higher in cKO compared to control astrocytes (Fig. 4c). This finding is counterintuitive, as GLUT1 is considered the primary glucose transporter in astrocytes.

**Fig. 4:**
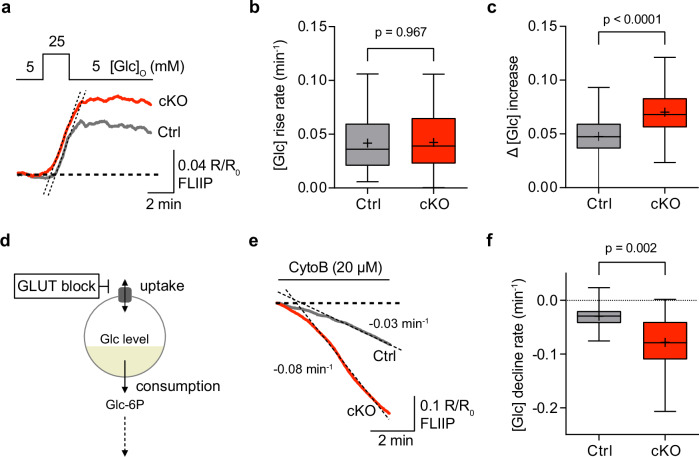
GLUT1 cKO astrocytes have enhanced glucose metabolism. **a** Representative glucose sensor traces showing the astrocytic glucose level increase in response to transient elevation of [Glc]_O_ from 5 mM to 25 mM in Ctrl and cKO brain slices. **b** Glucose rise rate (dashed lines in (**a**)) was similar between Ctrl (*n* = 53 cells from 9 slices, 5 animals) and cKO (*n* = 88 cells from 12 slices, 6 animals, *p* = 0.967, two-sided linear mixed model). **c** Glucose increase (Δ[Glc]) was significantly higher in cKO astrocytes (*n* = 88 cells from 12 slices, 6 animals) compared to Ctrl (*n* = 53 cells from 9 slices, 5 animals, *p* < 0.0001, two-sided linear mixed model). **d** Schematic of glucose consumption assay: Glucose uptake was inhibited with the GLUT blocker cytochalasin B (CytoB) to assess glucose consumption rate in astrocytes. Glc-6P, glucose-6-phosphate. **e** Representative traces showing the astrocytic glucose decline in Ctrl and cKO brain slices during CytoB incubation. **f** Glucose consumption rate, measured as the decline in [Glc] (dashed lines in (**e**)), was 2.6-fold higher in cKO astrocytes (−0.079 ± 0.003 min⁻¹, *n* = 101 cells from 12 slices, 6 animals) compared to Ctrl (*n* = 63 cells from 9 slices, 5 animals, −0.030 ± 0.003 min⁻¹, *p* = 0.002, two-sided linear mixed model). Box plots show the median (center line), quartiles (box bounds), mean (+) and min-to-max (whiskers). Source data are provided as a Source Data file.

Next, to determine if glycolytic activity was altered in GLUT1 cKO mice, we used a transport-stop assay employing cytochalasin B (CytoB), a glucose transporter blocker, to measure the intracellular glucose consumption rate^42^ (Fig. 4d–f). Unexpectedly, GLUT1 cKO astrocytes exhibited a 2.6-fold increase in glycolytic rate compared to controls (Fig. 4e, f). This indicates that GLUT1 cKO astrocytes have shifted towards higher glucose metabolism compared to control astrocytes. Notably, higher glucose consumption in the face of preserved steady-state glucose (Fig. 3) points to higher glucose permeability. Together, these findings suggest a substantial metabolic adaptation in GLUT1-deficient astrocytes, upregulating both glucose uptake and consumption.

Given that we did not detect overt upregulation of other glucose transporters in GLUT1 cKO mice (Fig. 1l, Supplementary Fig. 1), we explored whether astrocytes lacking GLUT1 might utilize alternative glucose uptake mechanisms. One possibility is that GLUT1-deficient astrocytes could receive glucose from neighboring, non-recombined (~30%) astrocytes (still expressing GLUT1) through the gap-junction coupled network^43,44^. Additionally, although not previously reported in astrocytes, connexin hemichannel-mediated glucose uptake has been proposed as an alternative pathway in cultured oligodendrocyte precursor cells^45^, which may potentially become ‘activated’ in GLUT1-deficient astrocytes. To investigate these possibilities, we examined astrocytic glucose dynamics in the presence of carbenoxolone (CBX), a blocker of both hemichannel activity and gap junction coupling^43^. Interestingly, bath application of CBX significantly reduced cytosolic glucose levels (Supplementary Fig. 6a), with a decrease occurring at a similar rate in both genotypes (Supplementary Fig. 6b). We then assessed if glucose uptake differed between the genotypes in the presence of CBX by transiently increasing [Glc]_O_ from 5 mM to 25 mM. No difference in glucose uptake kinetics was observed between the genotypes (Supplementary Fig. 6c). Yet, even with CBX, increase in intracellular glucose levels remained significantly higher in cKO compared to control astrocytes (Supplementary Fig. 6d). These findings indicate that the enhanced glucose uptake in GLUT1 cKO astrocytes is not compensated for by the gap junction-coupled network or increased connexin hemichannel activity. The reduction in glucose levels following CBX application suggests that gap junction coupling and/or connexin hemichannel functions play a role in maintaining glucose homeostasis in astrocytes, a process that appears to be independent of GLUT1.

### Stroke-induced neural injury is reduced in GLUT1 cKO mice

An enhanced glucose metabolism in astrocytes could be neuroprotective in conditions of stroke, possibly by facilitating increased lactate supply to neurons, which serves as an alternative energy source, and by augmenting the production of glutathione, crucial for mitigating oxidative stress^46,47^. To test this hypothesis, we subjected male GLUT1 cKO and control mice to thrombin-induced occlusion of the middle cerebral artery (MCA) (Fig. 5a), employing a reliable stroke model in mice^48^. Laser speckle imaging (LSI) conducted before and shortly after stroke induction confirmed that the occlusion-induced hypoperfusion was similar in both groups (Fig. 5b, c), ensuring a valid comparison of stroke-induced lesions between the genotypes. Post-stroke body weight changes, indicative of overall health and stress levels, were comparable between control and GLUT1 cKO mice (Fig. 5c). One week after stroke, animals were perfused for histological analysis of neural injury volumes (Fig. 5e). GLUT1 cKO mice exhibited significantly smaller lesion volumes (~43% reduction) compared to littermate controls (Fig. 5f), indicating that the elevated astrocytic glucose metabolism in GLUT1 cKO associates with a neuroprotective effect. Both genotypes showed reactive gliosis, with infarct border astrocytes extending processes toward the infarct core, surrounded by dense, rounded macrophages and microglia (Fig. 5g). The infarct border (0–150 μm from the infarct edge) was characterized by astrocytes with elongated, core-oriented processes, while the peri-infarct region (150–500 μm beyond the border) contained reactive astrocytes with a less elongated morphology. Sholl analysis confirmed similar elongated astrocytic morphology at the infarct border in both genotypes (Fig. 5h), whereas in the peri-infarct region, GLUT1 cKO astrocytes were less ramified than controls (Fig. 5i). In contrast, microglial morphology in the peri-infarct region remained unchanged between genotypes (Supplementary Fig. 7). The less reactive peri-infarct astrocyte profile in GLUT1 cKO mice may indicate a dampened astrocytic response, potentially contributing to the reduced lesion size and neuroprotection observed in these animals.

**Fig. 5:**
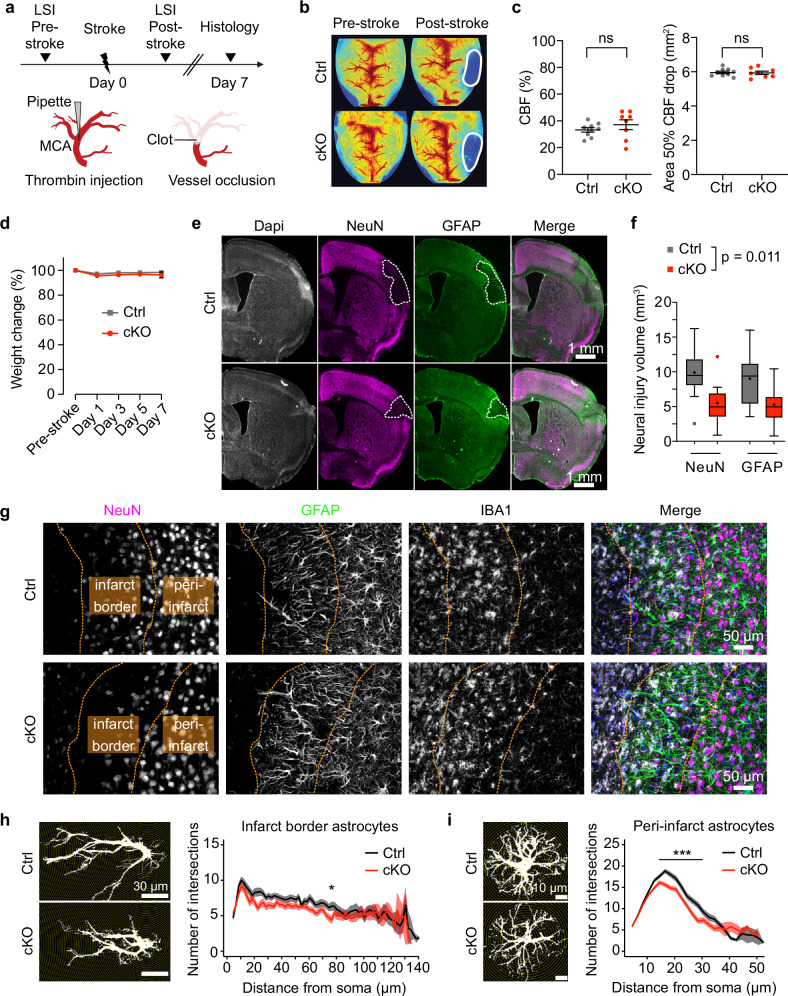
Reduced stroke-induced neural injury in GLUT1 cKO mice. **a** Experimental timeline: Stroke was induced in male mice 60 days post-tamoxifen, followed by perfusion 7 days later. MCA, middle cerebral artery; LSI, laser speckle imaging. **b** Representative (LSI) images of Ctrl and cKO mice pre- and post-stroke, with infarct areas outlined. **c** Cerebral blood flow (CBF) changes (%) (left) and hypoperfused area size (right) showed no significant differences between Ctrl (*n* = 9) and cKO (*n* = 8, *p* = 0.3353 and *p* = 0.8724, two-sided unpaired t-tests). **d** Post-stroke body weight changes did not differ between genotypes (*n* = 9 vs. 8, F_*interaction*_(4,60) = 2.436, *p* = 0.7515, two-way ANOVA). **e** NeuN (neurons), GFAP (astrocytes) and DAPI (nuclei) stainings of infarcted brain sections 7 days post-stroke. Dashed outlines indicate lesion areas. **f** Neural injury volumes (in mm³) were significantly reduced in cKO (*n* = 8) vs. Ctrl (*n* = 9) when quantified using NeuN and GFAP (*p* = 0.011, linear mixed model). Individually, NeuN-based injury volume was 9.91 mm³ in Ctrl and 5.50 mm³ in cKO, while GFAP-based volumes were 9.02 mm³ in Ctrl and 5.26 mm³ in cKO. On average, cKO mice had 43.1% ± 8.4% SEM smaller lesions. Box plots show the median (center line), quartiles (box bounds), mean (+), and 1.5× interquartile range (whiskers). **g** Immunolabelling of NeuN, GFAP, IBA1 (microglia), and DAPI at the infarct. Dotted lines indicate infarct border and peri-infarct region (observed in 7-8 mice per genotype). **h** Sholl analysis of infarct border astrocytes showed a comparable number of intersections between genotypes, with a significant difference observed at 76 µm from the soma (*n* = 48 vs. 56 cells from 7 and 8 animals, *p* = 0.03; linear mixed-effects model with post-hoc pairwise comparisons). **i** Sholl analysis of peri-infarct astrocytes revealed a significantly fewer intersections in cKO compared to Ctrl (*n* = 97 vs. 110 cells from 7 and 8 animals, *p* < 0.001 within 16–30 µm from the soma; linear mixed model with post-hoc pairwise comparisons). Data in (**c**, **d**, **h**, and **i**) are represented as mean ± SEM. Source data are provided as a Source Data file.

## Discussion

Astrocyte metabolism is involved in numerous homeostatic functions that ensure neural activity and health^1,2,14,49^. In this study, we demonstrated that the inducible astrocyte-specific deletion of GLUT1 – the key glucose transporter for astrocytes – in adult mice is well-tolerated by both astrocytes and neurons, and does not lead to observable deficits in sensorimotor or cognitive functions. Contrary to expectations, the lack of GLUT1 did not impair astrocytic glucose uptake but was accompanied by a robust increase in both glucose uptake and metabolism. This suggests the presence of an alternative glucose transporter in astrocytes, capable of compensating for glucose uptake and metabolism, that is not necessarily elevated at the translational level when GLUT1 is absent. Moreover, GLUT1 cKO mice showed smaller infarct volumes following stroke, indicating a neuroprotective effect associated with enhanced glucose metabolism in astrocytes. Our study highlights the metabolic resilience of astrocytes in maintaining glucose uptake and metabolism, thereby supporting neural functions.

GLUT1 is considered the master controller of glucose uptake and consumption in the brain^7,50^. This role is primarily associated with endothelial cells, as GLUT1 deletion from endothelial cells results in severe neuroinflammation, neuronal loss, and rapid lethality^32,33^. Interestingly, despite being the most abundantly expressed glucose transporter in astrocytes^8,51^, our results demonstrate that GLUT1 is not always the limiting factor for astrocytic glucose uptake. 

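In the cortical IP libraries of the mice labelled control, Slc2a3 had 21.1 ± 2.69 CPM and Slc2a8 29.3 ± 7.37 CPM (SD, n = 3 each), or 35.4% and 49.2% of the gene-level CPM of Slc2a1. In the libraries labelled cKO the levels were 27.0 ± 9.55 and 28.0 ± 3.08 CPM (SD, n = 4 each). For both genes the difference between the genotypes was smaller than the larger of the group SDs. At least 313 counts of Slc2a3 and 379 counts of Slc2a8 were present in every IP library, well above the floor of 3 counts. By mean CPM in the libraries labelled control, Slc2a8 ranked 5224 and Slc2a3 6388 among the 13296 genes tested. CPM is not adjusted for transcript length, so these shares and ranks do not give relative expression between genes. The paper's TPM in control samples was 6.03 for Slc2a3 and 15.4 for Slc2a8. IP libraries also carry RNA of other cell types, so the CPM levels are those of the IP fraction.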

At the translational level, we found that adult astrocytes also express *Slc2a3* (GLUT3) and *Slc2a8* (GLUT8), consistent with earlier findings^51^. However, these transporters are not visibly upregulated when GLUT1 is deleted from astrocytes. It is possible that their surface expression and/or intrinsic activity is elevated in GLUT1 cKO astrocytes.

In fact, glucose uptake in GLUT1-deficient astrocytes must be mediated by a transport mechanism sensitive to cytochalasin B, which inhibits other glucose transporters, including GLUT3^52,53^ and GLUT8^54^. GLUT8 is primarily associated with intracellular membranes, colocalizing with endosomal and lysosomal compartments^55^, but appears to undergo insulin-mediated translocation to the plasma membrane^56^. However, GLUT8 localization, surface dynamics, and function in adult astrocytes remains elusive^57,58^. While GLUT3 is primarily considered the main glucose transporter in neurons^53^, its specific deletion from neurons using CamK2a-Cre mice did not result in neurodegeneration^59,60^, whereas its neural inactivation using Nestin-Cre (causing GLUT3 deletion in glial cells and neurons during embryonic and postnatal development) causes severe developmental perturbations, reduced brain size, and postnatal lethality within 3–4 weeks of age^59^. The role of GLUT3 in astrocytes, however, is still poorly understood. Given that GLUT1 is not the exclusive glucose transporter in adult astrocytes and that glucose uptake is further enhanced when GLUT1 is deleted, future studies should further explore the functional roles of other glucose transporters, including GLUT3 and GLUT8, in astrocytes. These unknown compensatory mechanisms are of clinical interest, for even milder GLUT1 reductions in brain endothelium are not adequately compensated, leading to neurological diseases^6,30^.

A key finding of our study is that GLUT1-deficient astrocytes increased their glycolytic activity by 2.6-fold, suggesting that GLUT1 activity or associated mechanisms may regulate glucose metabolism. GLUT1 interacts with various proteins and signaling complexes that regulate its function^7^. The absence of GLUT1 might disrupt these interactions, leading to changes in signaling pathways that enhance glucose uptake and consumption. In this sense, GLUT1 may be hypothesized to be a negative modulator of glycolysis, a role that the compensatory mechanism(s) may not be able to play. For instance, the loss of GLUT1 could affect AMP-activated protein kinase (AMPK) pathway activity or interactions with caveolin-1 or integrins, altering cell signaling and metabolism^61,62^. Deletion of GLUT1 may also result in a perturbation in the balance between glycolysis and oxidative phosphorylation, leading to a shift towards enhanced glycolytic activity. Inhibition of mitochondrial respiration in cultured astrocytes results in elevated glucose metabolism^63^, and mice with respiration-deficient astrocytes revealed a 1.4-fold increase in brain lactate concentrations^19^, also underscoring the metabolic adaptability of astrocytes to maintain brain functions.

Notably, our findings of enhanced glucose metabolism in astrocytes align well with a recent report that was published during the revision of our study, which demonstrated that astrocytic GLUT1 deletion is associated with increased whole-brain glucose metabolism, as identified by ^18^F-FDG PET imaging^64^. However, in contrast to both their PET results and our own findings, their analysis of [U-^13^C]glucose incorporation in isolated astrocytes suggested a reduction in astrocytic glucose metabolism^64^. This discrepancy likely stems from methodological limitations. Their approach relied on prolonged systemic tracer infusion and a lengthy subsequent astrocyte isolation protocol, during which cellular metabolism remains active. This could lead to label dilution and metabolite turnover, potentially underestimating intracellular glucose metabolism. By contrast, our biosensor imaging provides direct, cell-specific evidence of increased glucose uptake and metabolism in GLUT1-deficient astrocytes. Hence, both our data and their PET findings^64^ support the conclusion that astrocytes adaptively enhance their metabolic activity following GLUT1 loss.

Astrocytes form large gap junction-coupled networks that are critical for neural homeostasis and behavior^40^. Astroglial network-mediated glucose shuttling has been proposed under pathological conditions, such as in glaucoma^44^. Interestingly, we observed that astrocytic glucose levels declined upon inhibition of gap junctions and/or hemichannels with CBX in both control and cKO astrocytes at a similar rate. However, this effect is complex, as glucose uptake remained significantly enhanced in cKO astrocytes even in the presence of CBX. This indicates that glucose uptake in GLUT1 cKO astrocytes is not compensated by gap junction-coupled network activity or hemichannel functions. Previous studies have reported that inhibiting gap junction coupling impacts glucose homeostasis in cultured astrocytes, where it was associated with increased glucose uptake and utilization via GLUT1 upregulation to promote astrocyte proliferation^65–67^. However, the role of a connexin-mediated regulation of astrocytic glucose metabolism in adult astrocytes, likely independent of GLUT1, is an important question for future investigation.

We found that the increased glucose metabolism in astrocytes lacking GLUT1 associates with a neuroprotective effect in stroke. This effect may result from various glycolysis-derived compounds released from astrocytes that support and protect neuronal functions^2,14,46^. Enhanced glucose metabolism likely increases lactate production and release. Lactate has been shown to exert neuroprotective effects in ischemic stroke through various mechanisms, including acting as an alternative energy substrate for neurons, modulating neuronal excitability, and reducing oxidative stress^47,68–72^. Additionally, elevated production of L-serine, which has been reported to have neuroprotective benefits, could contribute to the observed effects^73–75^. Moreover, astrocytic glucose can be diverted into the pentose phosphate pathway to produce more NADPH, which is crucial for maintaining the reduced state of glutathione, an antioxidant that protects astrocytes against oxidative stress-induced dysfunctions^46,76^. Furthermore, astrocytes can supply neurons with precursors which are necessary for the synthesis of glutathione within neurons, enhancing their ability to detoxify reactive oxygen species and maintain redox balance^77,78^. Overall, by enhancing glucose metabolism in astrocytes, these pathways - ranging from metabolic support and neuroprotective signaling to antioxidant protection - likely contribute to the neuroprotective effect observed in GLUT1 cKO mice exposed to ischemic stroke. Taken together, our findings underscore that glucose uptake and metabolism in astrocytes does not solely rely on GLUT1, that astrocytes possess substantial metabolic resilience, and that enhancing astrocytic glucose metabolism confers neuroprotection.

## Methods

### Animals

All experimental procedures were performed according to the guidelines of the Swiss Animal Protection Law, Veterinary Office, Canton Zurich (Animal Welfare Act, 16 December 2005 and Animal Welfare Ordinance, 23 April 2008; licenses ZH169_2017, ZH191_2020). Mice carrying the floxed *Slc2a1* allele [GLUT1^fl/fl^ (ref. ^34^)] were crossbred with GLAST^CreERT2/+^ (ref. ^35^) mice to obtain GLUT1^fl/fl^;GLAST^CreERT2/+^ mice. Control animals were either GLUT1^fl/fl^;GLAST^+/+^ or GLUT1^+/+^;GLAST^CreERT2/+^ mice. Mice were maintained on a C57BL/6 background. For genotyping the following primers were used: for GLUT1 flox; 5’-CTGTGAGTTCCTGAGACCCTG-3’ and 5’-CCCAGGCAAGGAAGTAGTTC-3’ and for GLAST-CreERT2: 5’- GAGGCACTTGGCTAGGCTCTGAGGA-3’, 5’-GAGGAGATCCTGACCGATCAGTTGG-3’, and 5’-GGTGTACGGTCAGTAAATTGGACAT-3’. For experiments in wild-type animals, Charles River C57BL/6J mice (2-3 months old) were used. Mice were group-housed in standardized cages and kept on an inverted 12 h light/12 h dark cycle at 23 °C and 55% humidity. Food and water were available ad libitum. For behavioral and stroke-related experiments, only male mice were used to minimize variability associated with sex differences in stroke outcomes and behavior. For all other analyses, both sexes were included whenever possible, based on cohort availability.

### Tamoxifen treatment

To induce recombination and GLUT1 deletion, mice received intraperitoneal (i.p.) injections of tamoxifen (100 mg/kg) for five consecutive days. Tamoxifen (T5648, Sigma-Aldrich) was dissolved in corn oil (C8267, Sigma-Aldrich) at 10 mg/ml and freshly prepared for each experimental cohort injected simultaneously. Mice were injected at 8-10 weeks of age, and experiments were conducted from 60 to 90 days post-injection.

### Western blotting

Tissue lysis was performed using 0.5 mm Zirconium Oxide beads (ZROB05, Next Advance) and a Bullet Blender tissue homogenizer (BBX24, Next Advance) in RIPA buffer (150 mM NaCl, 0.1% Triton X-100, 0.5% sodium deoxycholate, 0.1% SDS, 50 mM Tris-HCl, pH 8.0) supplemented with protease inhibitors (11697498001, Roche). Protein concentration was determined using a BCA protein assay (71285-3, Merck Millipore). For Western blotting, 20 or 40 μg of protein lysate was separated by SDS-PAGE on 12% polyacrylamide gels and transferred to a nitrocellulose membrane (0.1 μm pore size, GE10600000, Amersham Protran). The membrane was blocked for 1 h in 5% Blocking Reagent (11921673001, Roche) in PBS, then incubated overnight at 4 °C with primary antibodies (Table 1). The next day, the blot was rinsed with 0.05% PBS-Tween and incubated for 1 h with IRDye 800CW anti-rabbit secondary antibody (1:10,000, LI-COR). Infrared fluorescence was detected using an Odyssey CLx Imaging System (LI-COR). Normalization was performed using Revert 700 Total Protein Stain (926-11016, LI-COR). For GLUT quantification, fresh brain tissue was homogenized in artificial cerebrospinal fluid (ACSF) (in mM: 140 NaCl, 4 KCl, 1 MgCl₂, 2 CaCl₂, 10 glucose, 10 HEPES, pH 7.4) using a glass tissue grinder and pelleted. Microvessels were depleted from total brain homogenates using dextran density gradient centrifugation as previously described^6^. Briefly, homogenates were mixed with 17% dextran solution (31392, Sigma-Aldrich) in ACSF. After centrifugation, the top layer containing capillary-depleted brain homogenates was collected and processed as described above, while the pellet containing blood vessels was used as a control for endothelial GLUT1 expression.

**Table 1:** Antibody information

Antibody	Host species, type	Method, dilution	Source, Cat. no.
anti-GLUT1	Rabbit, polyclonal	IHC, 1:300 IB, 1:15,000	produced by Kathrin Kusch^85^
anti-GLUT2	Rabbit, polyclonal	IB, 1:15,000	Abcam, Cat. no. ab54460
anti-GLUT3	Rabbit, monoclonal	IB, 1:15,000	Abcam, Cat. no. ab191071
anti-GLUT4	Rabbit, polyclonal	IB, 1:15,000	Millipore, Cat. no. 07-1404
anti-GS	Mouse, monoclonal	IHC, 1:700	BD Transduction Laboratories, Cat. no. 610518
anti-GFAP	Chicken, polyclonal	IHC, 1:2,000	Abcam, Cat. no. Ab4674
anti-GFAP	Rabbit, polyclonal	IHC, 1:1,000 IB, 1:1,000	DAKO, Cat. no. Z334
anti-IBA1	Rabbit, polyclonal	IHC, 1:1,000	FUJIFILM Wako Chemicals, Cat. no. 019-19741
anti-IBA1	Goat, polyclonal	IHC,1:1,000	Abcam, Cat. no. ab5076
anti-S100β	Rabbit, monoclonal	IHC, 1:700	Abcam, Cat. no. ab52642
anti-NeuN	Rabbit, monoclonal	IHC, 1:1,500	Abcam, Cat. no. ab177487
anti-mouse Alexa 488	Donkey, polyclonal	IHC, 1:700	Jackson ImmunoResearch, 715-545-150
anti-rabbit Cy3	Donkey, polyclonal	IHC, 1:700	Jackson ImmunoResearch, 711-165-152
anti-chicken Alexa 488	Donkey, polyclonal	IHC, 1:700	Jackson ImmunoResearch, 703-545-155
anti-goat Cy5	Donkey, polyclonal	IHC, 1:700	Jackson ImmunoResearch, 705-175-147
anti-rabbit IRDye 800CW	Donkey, polyclonal	IB, 1:10,000	LI-COR, Cat. no.926-32213

*IHC* immunohistochemistry, *IB* immunoblot.

### Immunohistochemistry

Mice were anesthetized with pentobarbital and transcardially perfused with ice-cold ACSF (10 mL), followed by 2% paraformaldehyde (PFA) (Paraformaldehyde Granular, 19210, Electron Microscopy Sciences) in phosphate-buffered saline (PBS, pH 7.4) (10X Dulbecco’s Powder, A0965, Axon Lab AG). After perfusion, brains were post-fixed for 3 h in 4% PFA at 4 °C, then cryoprotected in 30% sucrose in PBS for 2 days at 4 °C. Coronal sections (40 μm) were cut using a microtome (Hyrax KS 34) and stored in antifreeze solution (50 mM sodium phosphate buffer, 1 M glucose, 35% ethylene glycol, 3.5 mM sodium azide, pH 7.4) at −20 °C until use. For staining, free-floating sections were first washed in Tris buffer (50 mM, pH 7.4) with 0.05% Triton X-100 (X100, Sigma-Aldrich) and blocked at room temperature (RT) for 1 h in Tris buffer containing 0.3% Triton X-100 and 5% donkey serum. Sections were then incubated overnight at 4 °C with primary antibodies (Table 1). The next day, sections were washed in Tris buffer and incubated for 1 h at RT with Alexa Fluor 488-, Cy3- and/or Cy5-conjugated secondary antibodies. For nuclei labeling, sections were incubated for 10 min in Tris-Triton 0.05% with DAPI (1:10,000, AB228549, Abcam). Sections were mounted on SuperFrost Plus slides (J1800AMNZ, Epredia) in Dako Fluorescence Mounting Medium (S3023, Dako).

Imaging was performed using a Zeiss LSM 800 or LSM 900 confocal laser scanning microscope with 10× (Plan-Apochromat, NA 0.45), 25× (LCI Plan-Neofluar, NA 0.8), or 40× objectives (Plan-Apochromat, NA 1.4, Oil DIC (UV) VIS-IR). Overview images were taken with the 10× objective, and tiled images were aligned using ZEN software (Zeiss) with a 5% overlap to minimize tiling artifacts. Z-stacks were acquired at 1 μm step size, with 10 slices per stack. For image analysis, ImageJ (Fiji, Version 2.0.0-rc-69/1.52) was used. Maximum intensity projections were analyzed. Fluorescent particle area was measured for GFAP and IBA1, and cell counts were performed using S100β and NeuN. DAPI staining ensured comparable brain area selection. For Sholl analysis, maximum intensity projections were despeckled and binarized, then analyzed with the Neuroanatomy Plugin (Legacy: Sholl analysis) in ImageJ. The first concentric circle was set at 4 μm for astrocytes and microglia, with subsequent 2 μm radius steps. For each animal, three brain sections and at least three images per section were analyzed.

### RNA isolation and translatome analysis

To isolate actively translated RNA, the translating ribosome affinity purification (TRAP) protocol was followed as previously described^79^. Briefly, cortex samples were homogenized with 1 ml lysis buffer (20 mM HEPES KOH (pH 7.3), 150 mM KCl, 10 mM MgCl2, 0.5 mM DTT, 100 µg/ml cycloheximide, 10 µl/ml rRNasin and 10 µl/ml Superasin, EDTA-free protease inhibitors) in a tissue grinder (3432S90, Thomas Scientific) on a rotor (LT-400D, Yamato) with 12 strokes. The lysate was centrifuged for 10 min at 2000 × *g* at 4 °C. 110 µl 10% NP-40 and 120 µl 300 mM DHPC were added to the supernatant before centrifuging for 10 min at 17,000 × *g* at 4 °C. The supernatant was transferred to a fresh tube for immunepurification (IP). 50 µl of each sample was kept at 4 °C as an input (pre-IP) sample until RNA elution and purification. The affinity matrix was prepared as recommended, and optimal bead titers for this approach were determined using an affinity matrix titration beforehand. A total volume of 200 µl affinity matrix containing 75 µl Streptavidin MyOne T1 Dynabeads (65601, Invitrogen), 30 µl protein L, and 12.5 µl of each GFP antibodies 19C8 and 19F7 was added to each sample for IP. All samples were incubated on a tube rotator for 17 hours at 4 °C. Then, the samples were washed four times with high-salt buffer (20 mM HEPES KOH (pH 7.3), 350 mM KCl, 10 mM MgCl2, 1% NP-40, 0.5 mM DTT and 100 µg/ml cycloheximide). RNA elution and purification were performed using the RNeasy Plus Micro Kit (74034, Qiagen) for both IP and input samples at RT. Briefly, RNA was dissociated from ribosomes by adding 350 µl RLT buffer containing 40 µM DTT and further purified following the manufacturer’s instructions. RNA concentration was measured using the Quantifluor RNA System (E3310, Promega) and RNA integrity was assessed using the RNA 6000 Pico Kit (5067-1513, Agilent Technologies) on a 2100 Bioanalyzer (Agilent Technologies Inc., CA).

For real time quantitative PCR (qPCR) analysis, QuantiTect Reverse Transcription Kit (205311, Qiagen) was used for cDNA synthesis, and qPCRs were formed using SYBR green (04887352001, Roche) on a CFX384 Touch Real-Time PCR Detection System (Bio-Rad). The following primers used for expression analysis: for *Gfap* (5’-TGGCCACCAGTAACATGCAAGAG-3’, 5’-CGTCTGTGAGGTCTGCAAACTTAG-3’), for *Cyc1* (5’-TGCTACACGGAGGAAGAAGC-3’, 5’CCATCATCATTAGGGCCATC-3’), and for *Slc2a1* (5’-TGTCGGGTATCAATGCTGTGT-3’, 5’-GATACCGGAGCCGATGGTG-3’).

For RNA-sequencing analysis, the cDNA and generation of libraries were performed with the Smart-seq2 protocol^80^. Single-end sequencing (100nt) was performed at the Functional Genomics Center Zurich (FGCZ) core facility with an Illumina Novaseq 6000. Samples were each run on two lanes and demultiplexed. A sequencing depth of ~20 M reads per sample was used. Adapters were trimmed using cutadapt^81^ with a maximum error rate of 0.05 and a minimum length of 15. The coverage of *Slc2a1* exons was based on read counts in a STAR alignment; for all other purposes kallisto^82^ was used for pseudo alignment of reads on the transcriptome level using the genecode.vM17 assembly with 30 bootstrap samples and an estimated fragment length of 200  ±  20. One sample was excluded due to a very low read count, and IP samples that showed a high expression of neuronal genes were excluded. For differential gene expression (DGE) analysis we aggregated reads of protein coding transcripts and used R (v. 3.6.2) with the package “edgeR” (v 3.26.8) for analysis. A filter was used to remove genes with low expression prior to DGE analysis. edgeR was then used to calculate the normalization factors (TMM method) and estimate the dispersion (by weighted likelihood empirical Bayes). For two group comparisons the genewise exact test was used. For multiple testing correction the Benjamini–Hochberg false discovery rate (FDR) method was used. GO enrichment analysis was done with topGO, using Fisher’s test and the weight01 algorithm. Heatmaps were produced with the sechm package. To avoid rare extreme values from driving the scale, the color scale is linear for values within a 98% interval, and ordinal for values outside it. Unless otherwise specified, the rows were sorted using the features’ angle on a two-dimensional projection of the plotted values, as implemented in sechm.

### Behavioral analysis

Experiments were conducted in adult male mice 60 days post-tamoxifen treatment. Mice were handled daily for 20 min over two weeks before behavioral testing, which took place during their dark (active) phase. The experimenter was blinded to genotype for all behavioral assessments.

Sensorimotor performance (scoring) was assessed using gait assessment, ledge test, hindlimb clasping, and horizontal wire tests (3 mm and 6 mm diameter). Each test was scored 0–3, except for the horizontal wire tests (0–4), with a maximum total score of 17, where higher scores indicate greater sensorimotor deficits. Gait assessment was performed on a table with the mouse facing away from the experimenter. A score of 0 was assigned for normal movement, where all limbs supported body weight, no tremor was observed, and the abdomen did not touch the floor. A score of 1 indicated light tremor, while a score of 2 reflected an uncoordinated, halting walk with feet pointing outward. A score of 3 indicated severe tremor, hesitant movement, abdomen dragging, and the tail aligned along the surface. In the ledge test, mice were placed on the edge of a cage starting with their forepaws, and their ability to walk was assessed. A score of 0 was assigned if the mouse walked in a coordinated manner, maintained balance, and descended using its forepaws. A score of 1 reflected coordinated walking with minor slips, while a score of 2 was given if the mouse exhibited frequent hindlimb slips and mild tremor. A score of 3 indicated the mouse fell off the ledge due to hindlimb placement failure, showed severe tremor, and landed on its head. Hindlimb clasping was evaluated by lifting the mouse by the tail 30–40 cm above a table for 10 s. A score of 0 indicated that the hindlimbs were fully extended. A score of 1 was given if one hindlimb was partially retracted for at least 5 s, while a score of 2 indicated that both hindlimbs were partially retracted for at least 5 s. A score of 3 was assigned if both hindlimbs were fully retracted for more than 5 s. Horizontal wire tests were performed by placing the mouse with its forepaws on the center of a wire 30 cm above a cushioned surface, and the latency to fall was recorded. A score of 0 was assigned if the mouse reached the platform or fell after ≥30 s, while scores of 1, 2, 3, and 4 were assigned for falling between 21–30 s, 11–20 s, 6–10 s, and 1–5 s, respectively. Each test was performed twice per day for two consecutive days (four trials total). The final score was calculated by averaging the four trial scores for each test and summing these averages across all tests.

The Barnes maze test was used to assess spatial learning and memory, as previously described^40^. The custom-made Barnes maze table (105 cm diameter) had 22 holes (5 cm diameter, 6 cm apart), all closed from underneath except for the target hole, which had an escape box below it, allowing the mouse to hide inside. A weak aversive stimulus (fan, light, and buzzer) was used to motivate the mouse to locate the target hole. Visual cues in the room and around the table remained constant to help the mouse orient itself and learn the target hole location. Each session was recorded using a GoPro HERO4 camera. To ensure a standardized learning experience across all mice, a gentle guidance and familiarization process was implemented. During the first training sessions on adaptation day 0, if a mouse failed to locate the target hole within the allotted time, the experimenter gently guided it toward the hole. This brief guidance was applied uniformly to all animals, ensuring that each mouse had comparable exposure to the maze and target location while still allowing for individual learning. The spatial acquisition phase (days 1–4) consisted of three sessions per day (1 h apart). Each session began with the mouse placed in the center of the table under a dark box. After 10 s, the box was lifted, aversive stimuli were activated, and latency to locate the target hole was measured. Once the mouse found the target hole, it was allowed to remain in the escape box for 2 min to rest and reinforce memory formation. Sessions lasted a maximum of 180 s. On test day (day 5), the target hole was closed like all other holes, preventing the mouse from entering it. 90-sec video recordings were analyzed using DeepLabCut (2.1.8.1) and R (3.6.1). A model was trained to track the nose, ears, and tail base of the mouse in each video frame. These markers were mapped against ROIs for each hole in R, enabling quantification of nose-poke counts, latency to locate the former target hole, and distance walked.

The passive avoidance test was used to assess fear-motivated learning and memory. The test chamber consisted of a light compartment and a dark compartment, separated by a door. During the acquisition phase, the mouse was placed in the light compartment and allowed to explore for 120 s. The door then opened, and the latency to cross into the dark compartment was recorded. Upon entering the dark compartment, the door closed, and a mild foot shock (0.4 mA, 2 s) was delivered through the floor grid. The mouse remained in the dark compartment for 30 s to allow association between the dark compartment and the aversive stimulus. During the test phase (1 h and 24 hrs post-acquisition), the mouse was again placed in the light compartment for 120 s of exploration. Once the door opened, the latency to cross into the dark compartment was measured. The test ended if the mouse did not cross within 600 s.

### AAV injections

7- to 9-week-old mice were anesthetized with midazolam (5 mg/kg), fentanyl (0.05 mg/kg), and medetomidine (0.5 mg/kg) and secured in a stereotactic frame. Craniotomies (1 mm diameter) were made above the left somatosensory cortex using a high-speed drill. A glass micropipette (5-000-1001-x, PCR Micropipettes, Drummond) and a custom-made microinjector pump were used to inject 200 nL of viral mix at 400 μm depth at 50 nL/min. The viral mix contained AAV2/8-CAG-DIO-TdTomato (5.5 × 10¹² vg/mL, Gene Therapy Center Virus Vector Core Facility, University of North Carolina) and the FRET-based glucose sensor^41^ AAV2/9-hGFAP-FLII12Pglu-700μΔ6 (termed FLIIP, 5.7 × 10¹² vg/mL, Viral Vector Core Facility, University of Zurich). The FLIIP construct was codon-diversified to prevent homologous recombination^83^. After surgery, mice received an antagonist solution (flumazenil, 0.5 mg/kg; atipamezole, 2.5 mg/kg) and buprenorphine (0.1 mg/kg s.c.) for analgesia. Mice were monitored carefully to ensure proper recovery. One week post-injection, tamoxifen was administered as described above to induce DIO-TdTomato expression and GLUT1 recombination.

### Acute brain slice preparation

Mice were deeply anesthetized with isoflurane and after decapitation, brains were quickly dissected in an ice-cold ACSF (in mM: 125 NaCl, 2.5 KCl, 25 NaHCO_3_, 1.25 NaH_2_PO_4_, 1 MgCl_2_, 2 CaCl_2_, 25 glucose, pH 7.4). Coronal sections (350 μm thick) were cut in cutting solution (in mM: 65 NaCl, 2.5 KCl, 25 NaHCO_3_, 1.25 NaH_2_PO_4_, 7 MgCl_2_, 0.5 CaCl_2_, 105 sucrose, 25 glucose, pH 7.4) using a vibratome (Vibration microtome, HM 650 V, VWR) and afterwards kept in ACSF at 34 °C for half an hour and then at room temperature until imaged. All solutions were continuously oxygenated with 95% O_2_ and 5% CO_2_.

### Metabolic imaging and analysis

Slices were transferred to a recording chamber (Luigs & Neumann LN insert with a drill hole for perfusion, mounted with a cover glass) and continuously perfused with oxygenated ACSF (95% O₂, 5% CO₂) containing (in mM: 125 NaCl, 2.5 KCl, 25 NaHCO_3_, 1.25 NaH_3_PO_4_, 1 MgCl_2_, 2 CaCl_2_, 3 lactate, 5 glucose, 22 sucrose, pH 7.4). In glucose uptake and aglycemia experiments, glucose was replaced with sucrose to maintain osmolarity. Temperature was maintained at 33 °C using an in-line solution heater (ALA HPC-G, Scientific Instruments). Slices equilibrated for 40 min in the recording chamber before experiments. Astrocytes were imaged using a custom-built two-photon scanning laser microscope^84^ with a tunable pulsed laser (MaiTai eHP DS system, Spectra-Physics) and a 20× water immersion objective (W Plan-Apochromat 20×/1.0 DIC VIS-IR, Zeiss). Unidirectional frame scans were acquired at 256 × 256 pixel resolution with a 6.4-μs pixel dwell time using ScanImage (r3.8.1). The region of interest (ROI) was selected based on an overview Z-stack acquired at 1 μm step size and taken at 1070 nm (for TdTomato-expressing astrocytes) and 870 nm (for FLIIP-expressing astrocytes). Donor and acceptor fluorescence signals were simultaneously collected using photomultiplier tubes, a 560-nm edge dichroic beam splitter (BrightLine, Semrock), and band-pass filters of 545/55 nm (yellow channel) and 475/50 nm (blue channel). ROIs typically contained 5–8 co-expressing cells. Experiments typically ended with an aglycemia protocol for one-point calibration of the sensor. For glycolysis measurements, cytochalasin B (20 μM, 5474, Tocris) was used to block glucose transporters as previously described^42^. For glucose uptake in decoupled astrocytes, the gap-junction blocker carbenoxolone (150 μM, C4790, Sigma) was applied. Single-cell analysis was performed using a custom MATLAB script (available at https://gitlab.com/einlabzurich/fretanalysis). Images were motion-corrected using a correlation-based algorithm and time-smoothed with a boxcar kernel. The smoothing window was optimized by testing progressively larger windows to avoid temporal distortion (final window size: 11 frames). The YFP/CFP ratio was calculated per ROI (single cell) to assess astrocytic glucose changes. To minimize numerical errors, ratios were calculated by first averaging all pixels in a given channel and then performing division, rather than using pixel-by-pixel division followed by averaging.

### Thrombin stroke model and analysis

We induced a focal cerebral ischemia using the thrombin-model of stroke in male mice 60 days post-tamoxifen treatment. The procedure steps for the cerebral ischemia induction were performed as described previously^48^. In brief, mice heads were fixed in a stereotactic frame, the skin between the left eye and ear was incised and the left temporal muscle retracted. After craniotomy above the middle cerebral artery (MCA) M2 segment, the dura was removed, and a glass pipette (calibrated at 15 mm/μl; Assistant ref. 555/5; Hoechst) was introduced into the lumen of the MCA. Through the pipette, 1 μl of purified human alpha-thrombin (1UI; HCT-0020, Haematologic Technologies Inc., USA) was injected to induce the formation of a clot in situ. Ten minutes after thrombin injection, the pipette was removed. Ischemia induction was considered successful when cortical cerebral blood flow (CBF) rapidly dropped to at least 50% of baseline level in the MCA territory. CBF changes were monitored before and during ischemia, using a laser speckle contrast imaging monitor (FLPI, Moor Instruments). The acquisition was performed with a frame rate of 0.25 Hz. LSI images were generated with arbitrary units in a 256-color palette by the MOOR-FLPI software.

Seven days after stroke induction, mice were euthanized by an overdose i.p. injection of pentobarbital (200 mg/kg) followed by perfusion and tissue preparation for immunohistochemistry as detailed above. Coronal sections were stained for DAPI (nuclei), NeuN (neurons), and GFAP (astrocytes). Lesion volume was quantified using both NeuN signal loss and GFAP labeling, which clearly delineated the lesion border through reactive gliosis. The infarcted area was measured on each slice using ImageJ and then multiplied by the ratio of the surface of the infarcted cortex (ipsilateral) to the intact cortex (contralateral) to correct the lesion for brain edema. Infarct volume was calculated by linear integration of infarcted areas in 6 coronal sections for each animal.

### Statistics

Statistical analysis was performed using GraphPad Prism and R (version 3.6.1). Intergroup comparisons were conducted using two-sided paired or unpaired t-tests, as specified in the figure legends. For analyses involving multiple comparisons, one-way or two-way ANOVA was applied. Datasets had to pass the Shapiro–Wilk test for normality before being subjected to parametric tests (t-test and ANOVA); otherwise, nonparametric tests were used to determine statistical significance. Equal variances were assumed but not tested. Biosensor imaging data, Sholl analysis, and infarct volume measurements were analyzed using linear mixed-effects models, accounting for cells or stainings nested within distinct brain slices and animals. Significance levels were defined as follows: *p  <  0.05, **p  <  0.01, ***p  <  0.001. *P* values and sample sizes are stated in the figure legends. Sample sizes were not pre-determined but were constrained by the availability of age-matched transgenic mouse cohorts. Where applicable, experimenters were blinded to genotype. This study was not designed to investigate sex-specific effects; animals were used as available, and post hoc sex-based analyses were not performed due to insufficient sample sizes for meaningful statistical conclusions. Data are presented as individual values with mean ± SEM, or as box plots displaying the median (center line), quartiles (box bounds), mean (+) and min-to-max or 1.5× interquartile range (whiskers), as indicated in each figure legend.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

Transparent Peer Review file

## Source data

Source Data

## Data Availability

All data supporting the findings of this study are included in the paper and its Supplementary Information. RNA-sequencing data have been deposited at Gene Expression Omnibus (GEO) under the accession code GSE223687. Additional information related to this study is available from the corresponding authors. Source data are provided with this paper.

# Supplementary material for: Astrocytic GLUT1 deletion in adult mice enhances glucose metabolism and resilience to stroke
**Source:** Nat Commun. 2025 May 6;16:4190. doi: 10.1038/s41467-025-59400-2
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary Information

### **Astrocytic GLUT1 deletion in adult mice enhances glucose metabolism and resilience to stroke**

Laetitia Thieren<sup>1,2,#</sup>, Henri S. Zanker<sup>1,2,#</sup>, Jeanne Droux<sup>2,3</sup>, Urvashi Dalvi<sup>1,2</sup>, Matthias T. Wyss<sup>1,2</sup>,  
Rebecca Waag<sup>2,4</sup>, Pierre-Luc Germain<sup>2,4,5</sup>, Lukas M. von Ziegler<sup>2,4</sup>, Zoe J. Looser<sup>1,2</sup>,  
Ladina Hösl<sup>1,2</sup>, Luca Ravotto<sup>1,2</sup>, E. Dale Abel<sup>6</sup>, Johannes Bohacek<sup>2,4</sup>, Susanne Wegener<sup>2,3</sup>,  
L. Felipe Barros<sup>7,8</sup>, Mohamad El Amki<sup>2,3</sup>, Bruno Weber<sup>1,2\*</sup> and Aiman S. Saab<sup>1,2\*</sup>

<sup>1</sup> University of Zurich, Institute of Pharmacology and Toxicology, 8057, Zurich, Switzerland. <sup>2</sup> Neuroscience Center Zurich, University and ETH Zurich, 8057 Zurich, Switzerland. <sup>3</sup> Department of Neurology, University Hospital and University of Zurich, 8091 Zurich, Switzerland. <sup>4</sup> Lab of Molecular and Behavioral Neuroscience, Institute for Neuroscience, Department of Health Sciences and Technology, ETH Zurich, 8057, Zurich, Switzerland. <sup>5</sup> Lab of Statistical Bioinformatics, University of Zurich, 8057, Zurich, Switzerland. <sup>6</sup> Department of Medicine, David Geffen School of Medicine at UCLA, Los Angeles, CA 90095, USA. <sup>7</sup> Centro de Estudios Científicos (CECs), 5110465 Valdivia, Chile. <sup>8</sup> Facultad de Medicina y Ciencia, Universidad San Sebastián, 5110693, Valdivia, Chile. # These authors contributed equally: Laetitia Thieren, Henri S. Zanker.

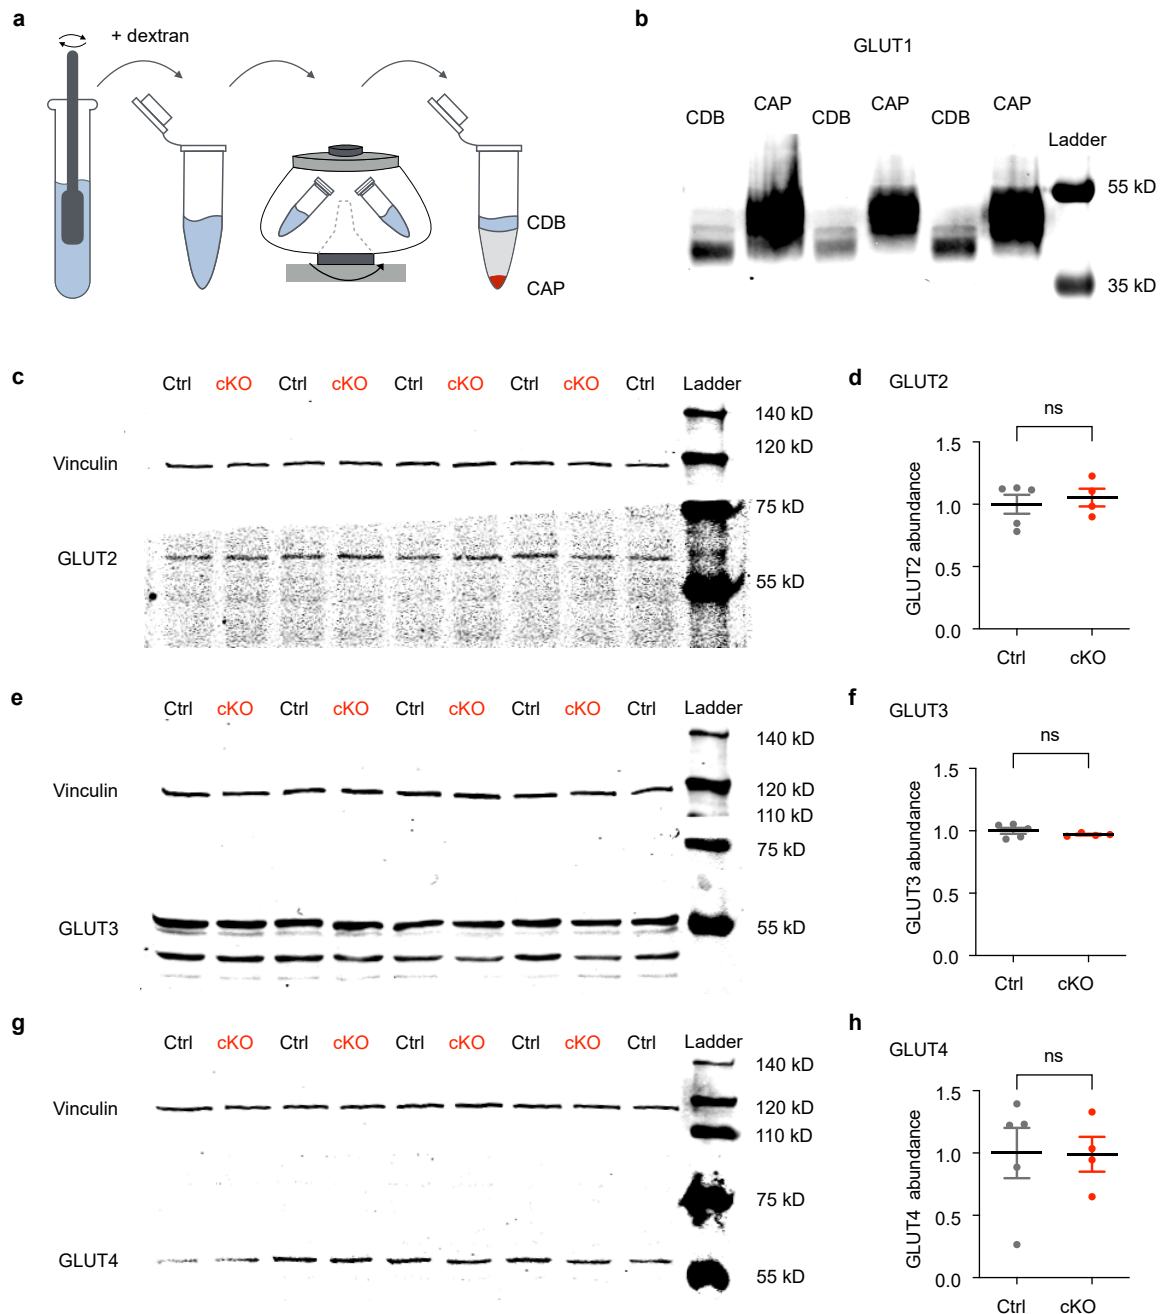

**Supplementary Figure 1: Astrocytic GLUT1 deletion does not affect GLUT2, GLUT3, and GLUT4 abundance.**

**(a)** Scheme of the capillary-depleted brain (CDB) protocol. Forebrain tissue was homogenized, centrifuged, and the lysate was mixed with a 17% dextran solution. After centrifugation, the top layer contained CDB tissue, while capillaries (CAP) were pelleted at the bottom of the tube. **(b)** GLUT1 western blot showing a clear separation between CDB tissue enriched in astrocytic GLUT1 (~45 kDa) and CAP fractions containing endothelial GLUT1 (~55 kDa). **(c, d)** GLUT2 (~65 kDa) western blot analysis of CDB tissue shows similar abundance between GLUT1 cKO ( $n = 4$ ) and Ctrl animals ( $n = 5$ ,  $p = 0.6312$ , two-tailed unpaired t-test). Vinculin served as a loading control. **(e, f)** GLUT3 (~55 kDa) western blot analysis of CDB tissue shows similar abundance between GLUT1 cKO ( $n = 4$ ) and Ctrl animals ( $n = 5$ ,  $p = 0.3124$ , two-tailed unpaired t-test). Vinculin served as a loading control. **(g, h)** GLUT4 (~40 kDa) western blot analysis of CDB tissue shows similar abundance between GLUT1 cKO ( $n = 4$ ) and Ctrl animals ( $n = 5$ ,  $p = 0.9705$ , two-tailed unpaired t-test). Vinculin served as a loading control. Data are represented as a scatter dot plot with the mean  $\pm$  SEM. Source data are provided as a Source Data file.

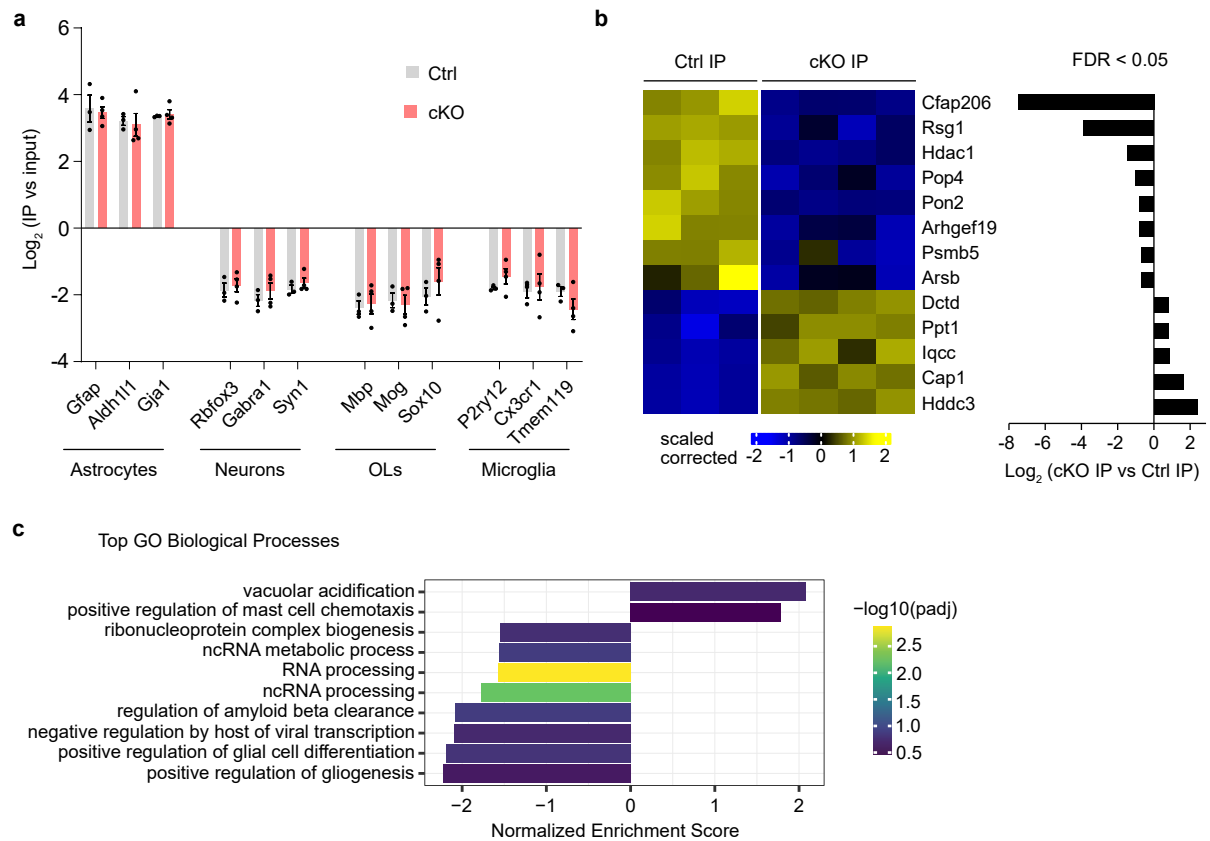

**Supplementary Figure 2: Astrocytic translome analysis in GLUT1 cKO mice.** (a) Log<sub>2</sub> fold change of expression of cell-specific markers between IP and input RNA from control (n = 3) and cKO (n = 4) mice. Note the enrichment of astrocyte-specific RNA in the IP samples of both genotypes. Data are represented as a scatter dot plot with the mean  $\pm$  SEM. (b) Heatmap of all 13 differentially expressed genes (FDR < 0.05), ranked by log<sub>2</sub> fold change between cKO IP and control IP. (c) Normalized enrichment scores of the top 10 gene ontology (GO) biological processes with significance indicated by  $-\log_{10}(\text{padj})$  values. Source data are provided as a Source Data file.

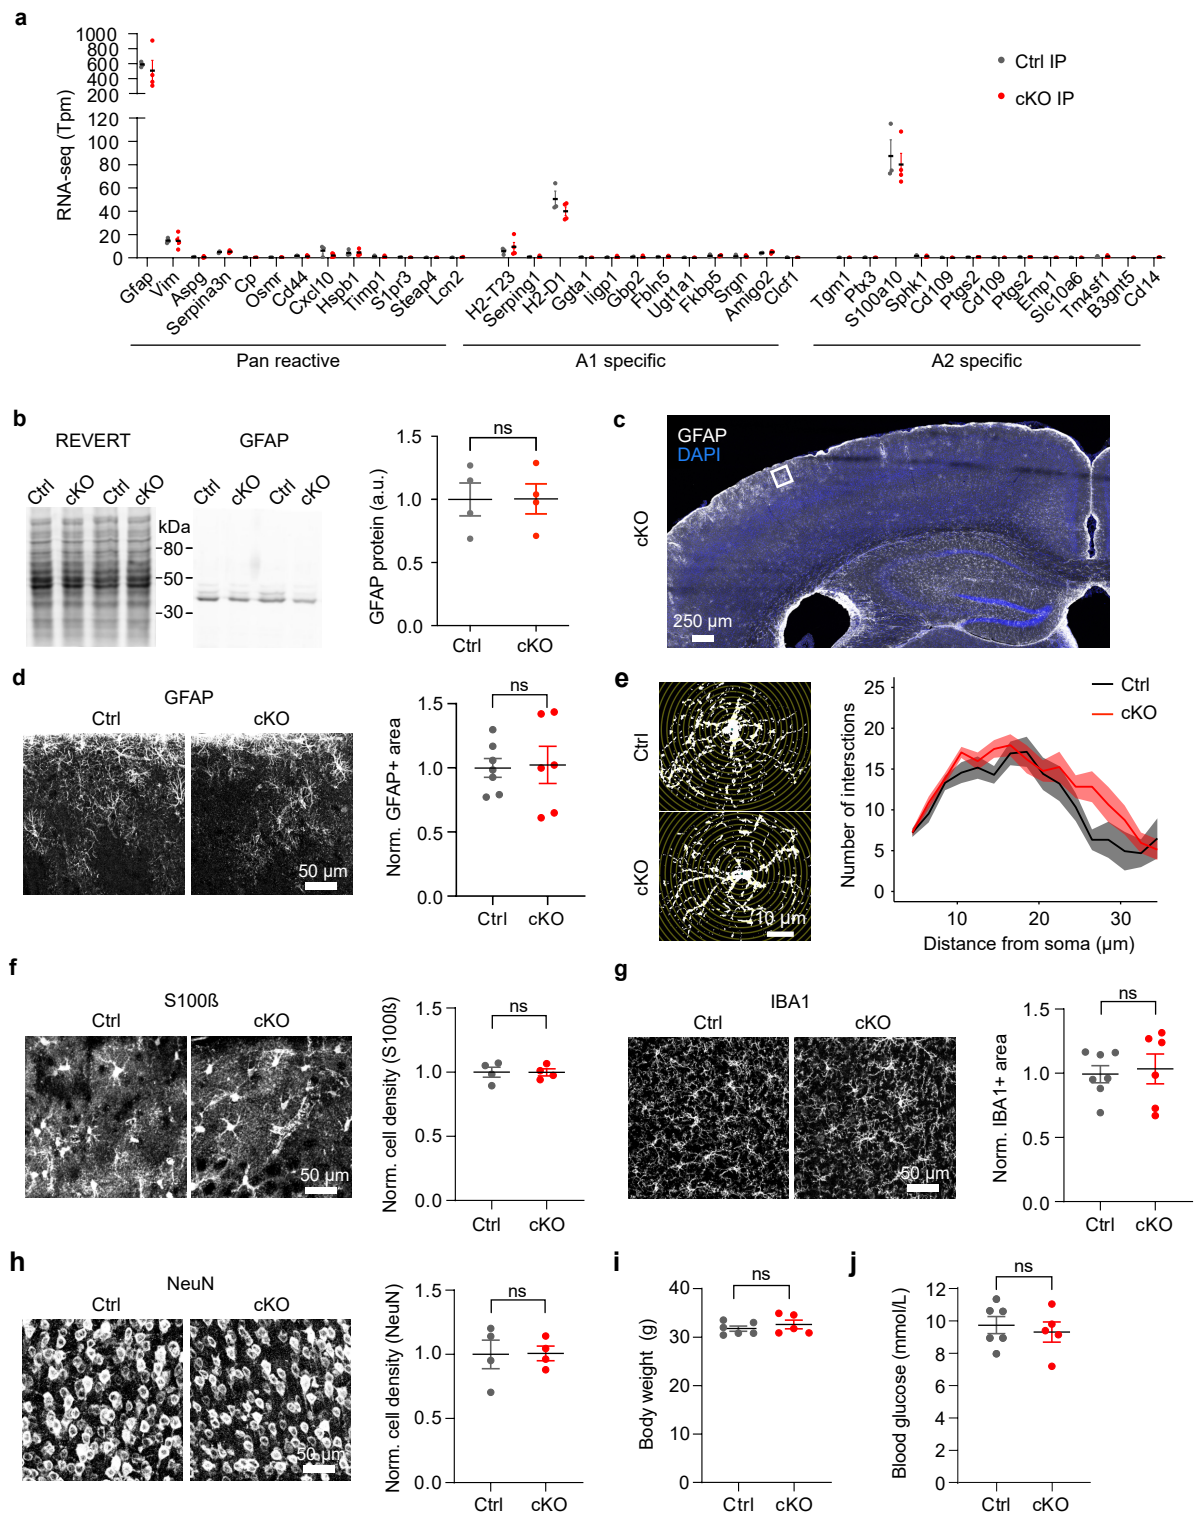

**Supplementary Figure 3: No signs of gliosis or neurodegeneration in GLUT1 cKO mice.** (a) No visible difference in expression levels (shown as transcripts per million, TPM) of actively translated mRNA related to pan-reactive, A1- and A2-specific astrocytes between Ctrl IP and cKO IP samples. (b) Western blot analysis of GFAP abundance in cortical extracts from Ctrl (n = 4) and cKO mice (n = 4) revealed no difference between genotypes (p = 0.9792, two-tailed unpaired t-test). (c) Overview image of GFAP and DAPI labeling of a cKO brain section, with a white square indicating the cortical region quantified in (d-h). (d) Confocal images and quantification of the GFAP-positive area in the cortex. No significant difference between genotypes (Ctrl n = 7, cKO n = 6, p = 0.9857, two-tailed unpaired t-test). (e) Sholl analysis revealed similar astrocyte morphology between genotypes. The line graph shows the quantification of the number of intersections (mean  $\pm$  SEM) in Ctrl astrocytes (n = 10 cells, 3 animals) and cKO astrocytes (n = 17 cells, 4 animals). (f) Confocal images of the astrocytic marker S100 $\beta$  (left) and quantification of astrocytic density in the cortex (right) revealed no difference between genotypes (n = 4, p = 0.9857, two-tailed unpaired t-test). (g) Confocal images (left) and quantification (right) of the IBA1-positive area in the cortex. No significant difference between genotypes (Ctrl n = 7, cKO n = 6, p = 0.7294, two-tailed unpaired t-test). (h) Confocal images of the neuronal marker NeuN (left) and quantification of neuronal density in the cortex (right) revealed no difference between genotypes (n = 4, p = 0.9553, two-tailed unpaired t-test). (i) Similar body weight between genotypes (n = 6 vs. 5 male littermates, p = 0.4021, two-tailed unpaired t-test). (j) Similar blood glucose levels between genotypes (n = 6 vs. 5 male littermates, p = 0.6166, two-tailed unpaired t-test). Data are represented as the mean  $\pm$  SEM. Source data are provided as a Source Data file.

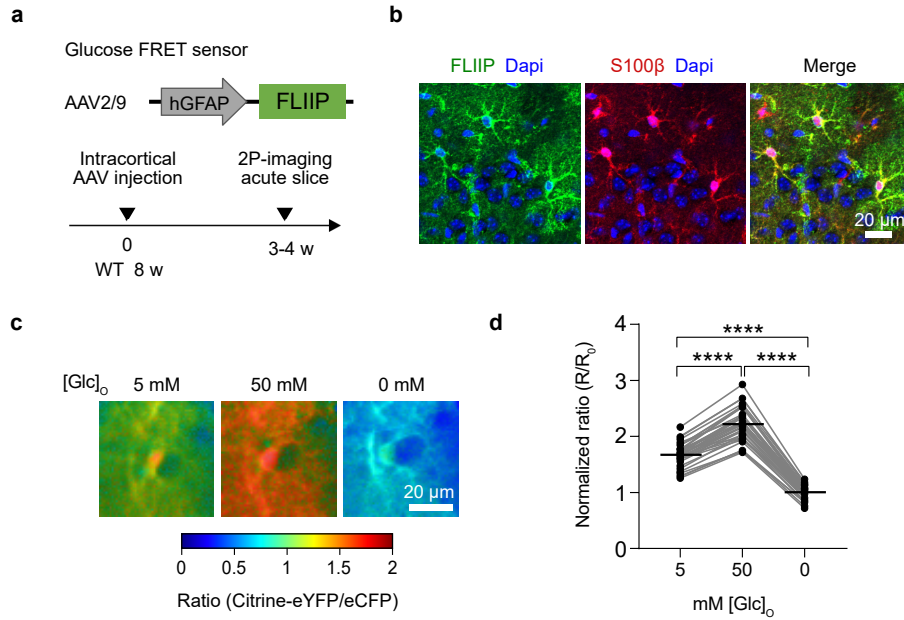

**Supplementary Figure 4: Glucose sensor imaging in astrocytes in acute brain slices. (a)** Intracortical AAV-mediated expression of glucose FRET sensor FLIIP12Pglu700 $\mu\Delta$ 6 (termed FLIIP) in 8-week-old wild-type mice. **(b)** Immunohistochemistry for S100 $\beta$  confirms astrocyte-specific expression of FLIIP (anti-GFP) 3 weeks after AAV delivery. **(c)** Representative color-coded ratio images from cortical astrocytes in ACSF containing 5 mM glucose ([Glc]<sub>o</sub>), after elevating [Glc]<sub>o</sub> to 50 mM and after removal of extracellular Glc. Warm and cold colors indicate high and low glucose levels (or ratios), respectively. **(d)** Quantification of normalized ratios obtained from conditions presented in (c). Ratios of individual astrocytes ( $n = 36$  cells obtained from 4 brain slices of 2 WT mice) were normalized to the averaged minimum obtained at 0 mM [Glc]<sub>o</sub>. Glucose levels significantly increased in 50 mM [Glc]<sub>o</sub> and decreases 0 mM [Glc]<sub>o</sub> ( $p < 0.0001$ , one-way Anova with Tukey's multiple comparisons test). Data shown as scatter dot plot and the mean. Source data are provided as a Source Data file.

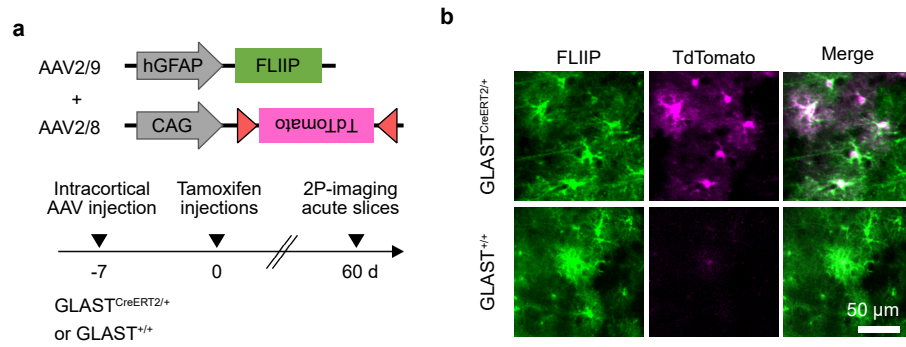

**Supplementary Figure 5: Validation of Cre-reporter AAV encoding TdTomato.** (a) At 8 weeks of age, GLAST<sup>CreERT2/+</sup> and GLAST<sup>+/+</sup> animals were injected with AAVs encoding FLIIP together with the Cre-reporter AAV (DIO-TdTomato). They were treated with tamoxifen 7 days post-AAV injection for acute cortical slice two-photon (2P) imaging 60 days after tamoxifen treatment. (b) Example 2P images obtained from cortical slices showing astrocytes co-expressing TdTomato (indicating cells targeted for Cre recombination) exclusively in mice expressing CreERT2, confirming the specificity of the Cre-reporter AAV. Excitation wavelengths of 870 and 1050 nm were used to reliably detect FLIIP and TdTomato, respectively. Observed in three mice per genotype.

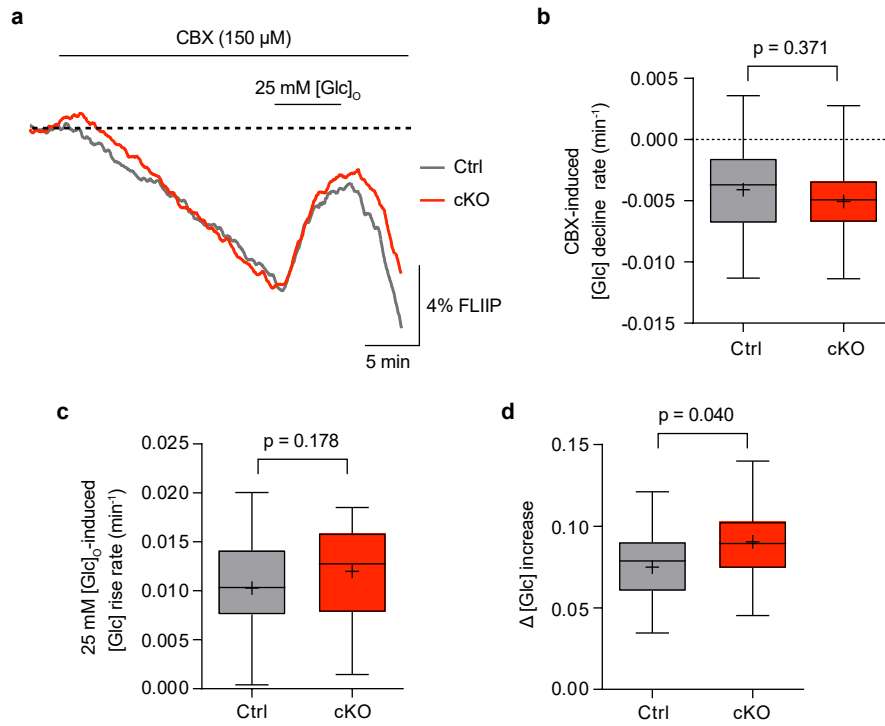

**Supplementary Figure 6: Glucose uptake in GLUT1 cKO astrocytes is independent of gap junction coupling.** **(a)** Representative traces of astrocytic glucose dynamics during Carbenoxolone (CBX) incubation and upon transient elevation of  $[Glc]_0$  from 5 mM to 25 mM in Ctrl and cKO brain slices. **(b)** CBX-induced glucose decline rate was comparable between cKO astrocytes ( $n = 58$  cells; from 8 brain slices, 4 animals) and Ctrl astrocytes ( $n = 53$  cells; from 8 brain slices, 4 animals;  $p = 0.371$ , linear mixed model analysis). **(c)** Transient 25 mM  $[Glc]_0$ -induced glucose uptake rate was similar between the genotypes ( $p = 0.178$ , linear mixed model analysis). **(d)** The glucose rise ( $\Delta [Glc]$  increase) in the presence of CBX was significantly higher in cKO astrocytes compared to Ctrl ( $p = 0.040$ , linear mixed model analysis). Box plots show the median (center line), quartiles (box bounds), mean (+) and min-max (whiskers). Source data are provided as a Source Data file.

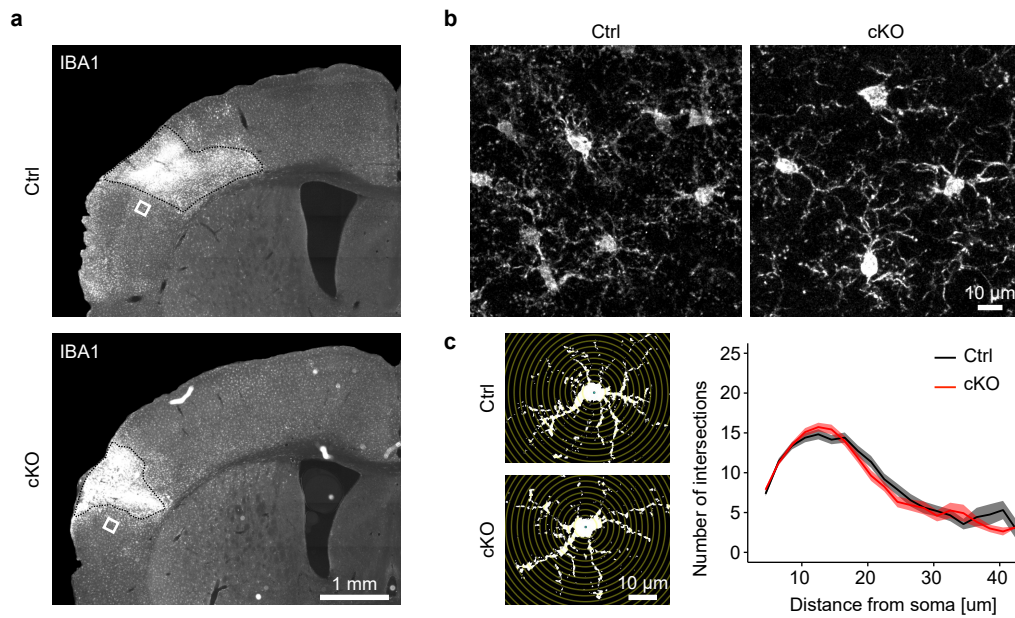

**Supplementary Figure 7: No difference in peri-infarct microglia morphology between genotypes.**

**(a)** Representative images of brain sections from Ctrl and cKO mice 7 days post-stroke, stained with IBA1, a marker for microglia. The dashed outline demarcates the lesion area, and the white square indicates the region analyzed in (b, c). Note the intense IBA1 labeling in the infarct area. **(b)** Representative images of microglia in the peri-infarct region, indicated by the white square in (a). **(c)** Sholl analysis of peri-infarct microglia (see also Fig. 5g). The line graph shows the quantification of the number of intersections. Peri-infarct microglia from Ctrl ( $n = 77$  cells from 8 animals) and cKO mice ( $n = 92$  cells from 8 animals) show no significant difference in the number of intersections at any distance from the soma ( $p > 0.17$ , linear mixed-effects model with post hoc pairwise comparisons). Data are presented as mean  $\pm$  SEM. Source data are provided as a Source Data file.

Uncropped scans:

Suppl. Fig. 1 c:

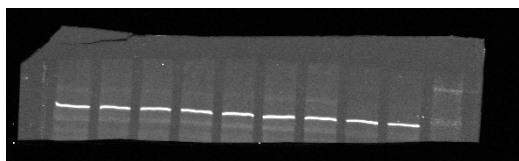

Vinculin

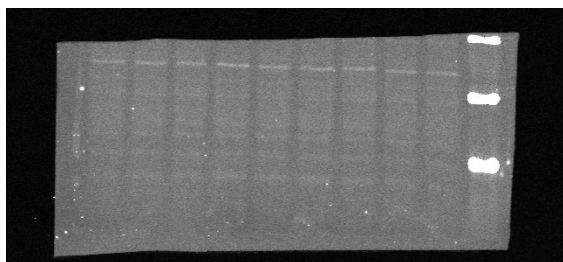

GLUT2

Suppl. Fig. 1 d:

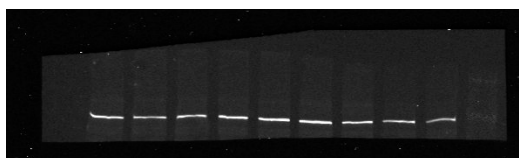

Vinculin

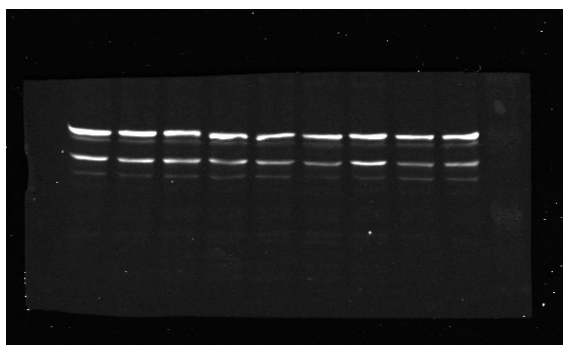

GLUT3

Suppl. Fig. 1 g:

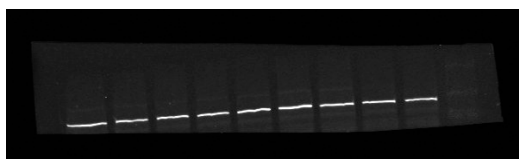

Vinculin

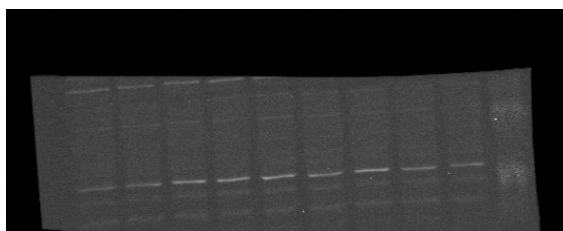

GLUT4

Suppl. Fig. 2 b:

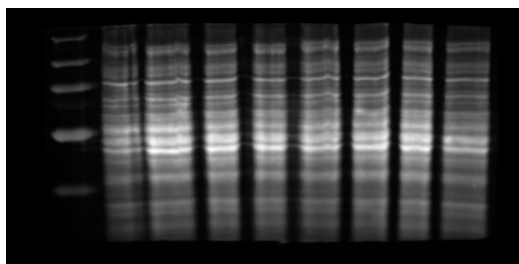

REVERT Total Protein Stain

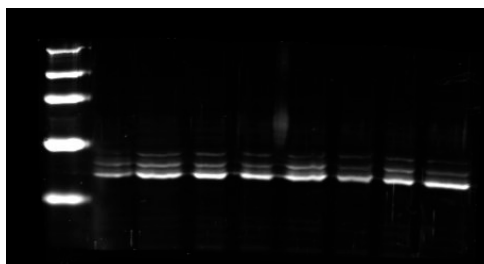

GFAP

# Supplementary material for: Astrocytic GLUT1 deletion in adult mice enhances glucose metabolism and resilience to stroke
**Source:** Nat Commun. 2025 May 6;16:4190. doi: 10.1038/s41467-025-59400-2
**Supplement:** Supplementary file 2 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- n/a

Confirmed
- ☐

☒
- The exact sample size (*n*) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐

☒
- A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐

☒
- The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☐

☒
- A description of all covariates tested
- ☒

☐
- A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐

☒
- A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐

☒
- For null hypothesis testing, the test statistic (e.g. *F*, *t*, *r*) with confidence intervals, effect sizes, degrees of freedom and *P* value noted  
*Give P values as exact values whenever suitable.*
- ☒

☐
- For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒

☐
- For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒

☐
- Estimates of effect sizes (e.g. Cohen's *d*, Pearson's *r*), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | <p>Immunohistochemistry: All images were acquired using a Zeiss LSM 700 or Zeiss LSM 800 confocal laser scanning microscope mounted with a 10x (Plan-Apochromat, NA 0.45), a 25x (LCI Plan-Neofluar, NA 0.8) or a 40x objective (Plan-Apochromat, NA 1.4, Oil DIC (UV) VIS-IR). Whole brain section pictures were taken with the 10X and tiled images were aligned with the built-in microscope software (ZEN software, Zeiss).</p> <p>For RNA-sequencing analysis, the cDNA and generation of libraries were performed with the Smart-seq2 protocol (Picelli et al., 2014). Single-end sequencing (100nt) was performed at the Functional Genomics Center Zurich (FGCZ) core facility with an Illumina Novaseq 6000.</p> <p>Two-photon imaging: custom-built two-photon microscope (Mayrhofer et al., 2015), equipped with a tunable pulsed Ti:Sapphire laser (Chameleon Ultra II; Coherent) and a 20x water immersion objective (W Plan-Apochromat 20x/1.0 DIC VIS-IR, Zeiss). The microscope was controlled by a customized version of ScanImage (r3.8.1; Janelia Research Campus, (Pologruto et al., 2003)). Fluorescence emission was detected with a GaAsP photomultiplier tube (PMT; Hamamatsu Photonics) using band-pass filter 520/70 nm (Semrock) or a dichroic beam-splitter (560 nm edge, BrightLine; Semrock) and two band-pass filters 545/55 nm and 475/50 nm (Semrock).</p> <p>Cerebral flood flow (CBF) imaging: CBF changes were monitored before and during ischemia, using a laser speckle contrast imaging monitor (FLPI, Moor Instruments, UK). The acquisition was performed with a frame rate of 0.25 Hz. LSI images were generated with arbitrary units in a 256-colour palette by the MOOR-FLPI software.</p> <p>Behavioral data: Behavioral videos were acquired using a GoPro camera (HERO4).</p> |
| Data analysis   | <p>MATLAB (MathWorks, R2015b), ImageJ (Fiji version 1.52p), GraphPad Prism 9, R (v.3.2.2, R Core Team, 2015).</p> <p>RNA-sequencing analysis: The coverage of Slc2a1 exons was based on read counts in a STAR alignment; for all other purposes kallisto (Bray et al., 2016) was used for pseudo alignment of reads on the transcriptome level using the genecode.vM17 assembly with 30 bootstrap samples and an estimated fragment length of 200±20. One sample was excluded due to a very low read count, and IP samples that showed a high expression of neuronal genes were excluded. For differential gene expression (DGE) analysis we aggregated reads of protein coding transcripts and used R (v. 3.6.2) with the package “edgeR” (v 3.26.8) for analysis. A filter was used to remove genes with low expression prior</p>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |

to DGE analysis. edgeR was then used to calculate the normalization factors (TMM method) and estimate the dispersion (by weighted likelihood empirical Bayes). For two group comparisons the genewise exact test was used. For multiple testing correction the Benjamini–Hochberg false discovery rate (FDR) method was used. GO enrichment analysis was done with topGO, using Fisher's test and the weight01 algorithm. Heatmaps were produced with the sechm package. To avoid rare extreme values from driving the scale, the color scale is linear for values within a 98% interval, and ordinal for values outside it. Unless otherwise specified, the rows were sorted using the features' angle on a two-dimensional projection of the plotted values, as implemented in sechm.

Behavioral analysis: Video recordings were analyzed using DeepLabCut (2.1.8.1) and R (3.6.1). In brief, we trained a model to track nose, ears and tailbase of the mouse for each frame of the video. These markers were mapped against ROIs for each of the holes in R which allowed counting the number of nose-pokes into each of the holes as well as measuring latency and distance walked.

Metabolic imaging: Code used for FRET image analysis is available at GitHub (<https://gitlab.com/einlabzurich/fretanalysis>).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The RNA-sequencing data reported in this study have been deposited at Gene Expression Omnibus (GEO) under the accession code GSE223687. All other data are available from the corresponding author upon request. Source data are provided with this paper.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

N/A

Reporting on race, ethnicity, or other socially relevant groupings

N/A

Population characteristics

N/A

Recruitment

N/A

Ethics oversight

N/A

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

The provision of age-matched transgenic mouse cohorts limited the ability to determine sample sizes in advance. No statistical methods were used to predetermine sample size. Sample sizes used in this study are equivalent to the standard in the field.

Data exclusions

Sometimes sensor expression was too weak (e.g. AAV delivery failure), these animals were excluded from experiments.

Replication

Number of repetitions (individual data points from each cells and/or animal) are indicated in figures or figure legends.

Randomization

Selection of mice was based on genotype or wildtype mice were ordered from Charles River. Mice were randomly assigned to experimental groups, depending on availability of transgenic cohorts.

Blinding

Experimenters were blinded for the genotypes. And whenever possible, investigators were blinded for data analysis.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

## Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

### Antibodies used

Antibody information. IHC, immunohistochemistry, WB, Western blot  
 Rabbit polyclonal anti-GLUT1 (IHC 1:300, WB 1:15000); prod. by Kathrin Kusch (Berghoff et al., 2017): antibody produced by Kathrin Kusch from the Department of Neurogenetics, Max Planck Institute for Multidisciplinary Sciences, Göttingen, Germany.  
 Rabbit polyclonal anti-GLUT2 (WB) 1:15000 Abcam Cat# ab54460  
 Rabbit monoclonal anti-GLUT3 (WB) 1:15000 Abcam Cat# ab191071  
 Rabbit polyclonal anti-GLUT4 (WB) 1:15'000 Millipore Cat# 07-1404  
 Mouse monoclonal anti-GS (IHC) 1:700 BD Transduction Laboratories Cat# 610518  
 Chicken polyclonal anti-GFAP (IHC) 1:2000 Abcam Cat# Ab4674  
 Rabbit polyclonal anti-GFAP (IHC) 1:1'000 DAKO Cat# Z334  
 Rabbit polyclonal anti-Iba1 (IHC) 1:1000 FUJIFILM Wako Chemicals Cat# 019-19741  
 Goat polyclonal anti-IBA1 (IHC) 1:1000 Abcam Cat# ab5076  
 Rabbit monoclonal anti-S100 $\beta$  (IHC) 1:700 Abcam Cat# ab52642  
 Rabbit monoclonal anti-NeuN (IHC) 1:1500 Abcam Cat# ab177487

### Validation

Quality control information and relevant citations are available at manufacturer's website.  
 anti-GLUT1: (Berghoff et al., 2017; Looser et al., 2024)  
 anti-GLUT2: <https://www.abcam.com/en-ch/products/primary-antibodies/glucose-transporter-glut2-antibody-ab54460#application=wb>  
 anti-GLUT3: <https://www.abcam.com/en-ch/products/primary-antibodies/glucose-transporter-glut3-glut14-antibody-epr10508n-terminal-ab191071#application=wb>  
 anti-GLUT4: [https://www.merckmillipore.com/CH/de/product/Anti-GLUT-4-Antibody-C-terminus,MM\\_NF-07-1404?ReferrerURL=https%3A%2F%2Fwww.google.com%2F](https://www.merckmillipore.com/CH/de/product/Anti-GLUT-4-Antibody-C-terminus,MM_NF-07-1404?ReferrerURL=https%3A%2F%2Fwww.google.com%2F)  
 anti-GS: <https://www.bdbiosciences.com/en-ch/products/reagents/microscopy-imaging-reagents/immunofluorescence-reagents/purified-mouse-anti-glutamine-synthetase.610518>  
 anti-GFAP abcam: <https://www.abcam.com/en-gb/products/primary-antibodies/gfap-antibody-ab4674>  
 anti-GFAP Dako: <https://www.citeab.com/antibodies/2452274-z0334-glial-fibrillary-acidic-protein-gfap>  
 anti-IBA1: <https://labchem-wako.fujifilm.com/us/product/detail/W01W0101-1974.html>  
 anti-IBA1: <https://www.abcam.com/en-us/products/primary-antibodies/iba1-antibody-ab5076?srsltid=AfmBOoq9lvhL8MsBICR9xTGa8wx3Qqq76KLzBh94zsD3i9DBrQrMybBY#tab=images>  
 anit-S100 $\beta$ : <https://www.abcam.com/en-gb/products/primary-antibodies/s100-beta-antibody-ep1576y-astrocyte-marker-ab52642>  
 anti-NeuN: <https://www.abcam.com/en-gb/products/primary-antibodies/neun-antibody-epr12763-neuronal-marker-ab177487>

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

### Laboratory animals

Mice carrying the floxed Slc2a1 allele (GLUT1fl/fl, Fidler et al., 2017) were crossbred with GLASTCreERT2/+ (Mori et al., 2006) mice to obtain GLUT1fl/fl;GLASTCreERT2/+ mice. Control animals were either GLUT1fl/fl;GLAST+/+ or GLUT1+/+;GLASTCreERT2/+ mice. For experiments in wild-type animals, Charles River C57BL/6J mice (2-3 months old) were used. Mice targeted for recombination were injected with Tamoxifen at 8–10 weeks of age, and experiments were conducted from 60 to 90 days post-injection.

### Wild animals

no wild animals were used in the study

### Reporting on sex

For behavioral and stroke-related experiments, only male mice were used to minimize variability associated with sex differences in stroke outcomes and behavior. For all other analyses, both sexes were included whenever possible, based on cohort availability. This study was not designed to investigate sex-specific effects; animals were used as available, and post hoc sex-based analyses were not performed due to insufficient sample sizes for meaningful statistical conclusions.

|                         |                                                                                                                                                                                                                                                                                |
|-------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Field-collected samples | no field collected samples were used in the study                                                                                                                                                                                                                              |
| Ethics oversight        | All animal experiments were permitted by the local veterinary authorities in Zurich, in agreement with the guidelines of Swiss Animal Protection Law, Veterinary Office, Canton Zurich (Animal Welfare Act of 16 December 2005 and Animal Welfare Ordinance of 23 April 2008). |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

|                       |     |
|-----------------------|-----|
| Seed stocks           | N/A |
| Novel plant genotypes | N/A |
| Authentication        | N/A |

How the deposited data were processed for this re-analysis (not part of the article)

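RNA was measured in cortical TRAP immunoprecipitates of mice labelled control and mice labelled cKO. The authors trimmed the reads with cutadapt, assigned them to the GENCODE vM17 transcriptome (a GRCm38 annotation) with kallisto, and deposited estimated counts per gene symbol, not normalized for depth or gene length. The paper states that reads of protein-coding transcripts were aggregated. RefSeq lists some of the genes with counts, among them Gm10036, Gm10093 and Gm6594, as pseudogenes, and the cause of this difference was not tested. Versions of the aligner and of kallisto were not found in the paper's text.

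The table has 18 columns. Only the 7 columns whose number appears in the paper's source data for Fig. 1k, as 3 control and 4 cKO IP samples, were used. The other 11 columns were not used in any step, so comparisons of IP with input, comparisons of input samples and the remaining control IP samples are not reported here. The columns carry no replicate numbers. The paper's TPM of transporters in Fig. 1l was set against the CPM of each column as a check of the names, and all 7 columns matched the paper's sample of the same name best.

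From the deposited counts, whole numbers were made by rounding. Genes with low counts were removed with filterByExpr, which left 13296 genes, and libraries were scaled by TMM. The main test was the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with genotype as the only term and Benjamini-Hochberg adjustment at 0.05. The paper used edgeR's exact test, which was run as an alternative, as was DESeq2 1.42.0. Other alternatives were RLE, upper-quartile and library-size normalization, no low-count filter, a minimum of 1 CPM in 3 samples, 1 surrogate variable from sva 3.50.0, and leaving out each library in turn. One planned covariate and the marker levels it rests on are not reported here. Standard errors of log2 fold changes were taken from the quasi-likelihood F statistic. Gene sets were tested with camera of limma 3.58.1 on log CPM with a prior count of 2 and an inter-gene correlation of 0.01, and adjusted over 10 sets. The alternatives for the sets were an estimated inter-gene correlation, library-size normalization, the minimum of 1 CPM and leaving out each library. These lists were written by hand from gene symbols. For the summed counts of Hdac1 and Gm10093 and for the expected fall of Slc2a1, the cutoffs of 2 standard errors and 2 SD were set after the values had been seen. They replaced the adjusted p threshold for the sum (0.0789, not passed) and a reading of Slc2a1 that was typed in and not computed. Fold changes against a group in which every library had 3 counts or fewer are lower bounds against that floor, which covers counting error only.

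The gene-level count of Slc2a1, the targeted gene, does not differ between the groups, so libraries are described by their labels. The paper's CPM of exons 3 to 8, for the samples that these columns matched, separates the groups without overlap. It was 21.9 to 22.9 in the samples named control and 5.60 to 8.60 in those named cKO. The total count per library lay between 12570309 and 40734343, and the library of lowest depth shows a gene down to 0.222 CPM at 3 counts.

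Gene positions are those of RefSeq for GRCm38.p6, found for 95.9% of the tested genes: 12425 by symbol, 326 by a synonym of 1 gene only and 2 by symbol in another case. The genes named are those the paper names for its RNA-seq and up to 10 with the largest change among those that passed the threshold without overlap between genotypes. Gm6594 and 1 gene listed under a clone name were chosen after their values were seen. Single fold changes are given for some members of the transporter and reactive marker lists, and the rest are given as counts and ranges.

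The tests were tried on simulated counts of 13296 genes, 200 of them changed by 1.5 or 2 on the log2 scale. The quasi-likelihood test called 141 of the changed genes and 13 others, the exact test 150 and 28, and DESeq2 150 and 36. For each test the share of others among the calls exceeded the threshold of 0.05. The counts were drawn independently, without a difference that crosses the genotypes, whereas such a split of the real libraries gave 862 calls. Most of the paper's genes changed by less than 1.5. The simulation thus does not show how often the tests call genes wrongly in these libraries or find smaller changes. With no set changed, camera called 0 of 10 sets, and with glycolysis raised by 0.5 on the log2 scale it called 1. In the real libraries, splits other than that by genotype gave a median of 1 called set and at most 6. The simulation therefore does not show how often camera calls sets in these libraries without a genotype difference.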

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

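The tests of reads shared between Hdac1 and its pseudogene, of thinning and of oligodendrocyte and microglia markers were chosen only after the called genes were seen.

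Among the 4 IP libraries labelled cKO, 68 sets of values were examined for a library far from the others, and 2 stood out where chance gives 3.40. For Gbp2, the library named AstroTRAP_1 had 5.12 CPM, and the mean of the other 3 was 0.0129 CPM. For Ppt1, the library named AstroTRAP_9 had 226.5 CPM, and the mean of the other 3 was 202.3 CPM. The number of such values is no larger than chance gives, and no biological explanation was tested.

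3 genes that passed the threshold are not among those the paper reports. Gm10036, a pseudogene on chromosome 18 from 15832774 to 15833370, was higher in the libraries labelled cKO by 5.49 on the log2 scale (standard error 0.47, adjusted p = 8.19e-04 from edgeR's quasi-likelihood test). RP23-39F24.2, for which no position was found in RefSeq, was higher by 2.16 (standard error 0.24, adjusted p = 0.00694 from edgeR). It did not pass without AstroTRAP_11, AstroTRAP_15 or AstroTRAP_19 (adjusted p = 0.0917, 0.0572 and 0.0825 from edgeR) and passed in the other 4 fits that left out one library, whereas Gm10036 and Gm10093 passed in 7 of 7. Gm10093, which RefSeq lists as Hdac1-ps, a pseudogene on chromosome 17 from 78491565 to 78493541, had at most 3 counts in every library labelled control and was at least 89.9-fold higher in those labelled cKO (adjusted p = 8.19e-04 from edgeR). All 4 libraries labelled cKO lay above all 3 labelled control for each of these genes. Over all tested genes, 680 (5.11%) had no overlap between the groups, where chance gives 5.71%.

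A difference in library size was tested by thinning every library to the smallest total, an alternative chosen after seeing the data, and 6 of the 6 calls remained. The mean log2 CPM of the oligodendrocyte and microglia markers differed between the genotypes by -0.32 and -0.060 (exact two-sided permutation tests, p = 0.514 and p = 0.743). No test adjusted these calls for RNA of other cell types. Of the 35 splits of the 7 libraries into 3 and 4, 3 gave as many genes with an adjusted p under 0.05, the real one included. The others set apart AstroTRAP_19, AstroTRAP_5 and AstroTRAP_17 (862 genes) and AstroTRAP_11, AstroTRAP_1 and AstroTRAP_9 (17 genes). These were the libraries with the highest and the lowest mean oligodendrocyte marker level. Both splits thus follow a difference that crosses the genotypes, and the count of splits cannot decide whether the number of calls exceeds chance. For Gm10093, reads shared with Hdac1 are a candidate explanation. With the counts of both genes summed, the log2 fold change was -1.01 (standard error 0.15, adjusted p = 0.0789 from edgeR), so the sum was still lower in the libraries labelled cKO but no longer passed the threshold. The rise of Gm10093 came to 21.7% of the fall of Hdac1. Reads moved from one gene to the other leave their sum unchanged, so this explanation does not cover the fall of the sum, from 70.3 ± 5.99 CPM (SD, n = 3) to 35.0 ± 4.51 CPM (SD, n = 4). Reads that Gm10036 and RP23-39F24.2 share with other genes were not tested.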

How the results depend on the processing

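No paired analysis was possible because the columns used carry no replicate numbers. The alternatives with all 5 control IP samples or a replicate block, and those for comparisons of IP with input, between input samples or of both together, were not run, since their columns were not used. Except for thinning and for the exact test on chromosome positions, which were chosen after seeing the data, the alternatives were set before the data were examined.

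The number of genes that passed was 6. It was 18 with the exact test (10 higher, 8 lower in the libraries labelled cKO), 21 with DESeq2 (13 higher, 8 lower), 7 by library size alone (5 higher, 2 lower, against 5 and 1), and from 4 to 6 across the 7 fits that each left out one library. The same 6 genes were among the calls of every alternative that kept all 7 libraries. The cause of the differences was not tested. The reduction of Slc2a1 was -16.7% relative to the astrocyte markers and from -0.908% to 2.52% with one library left out, and the cause was not tested.

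The number of gene sets that passed was 0 with every other alternative and from 0 to 4 across the fits that each left out one library: 4 without AstroTRAP_1 (glycolysis, the tricarboxylic acid cycle, RNA processing and the pan-reactive markers) and 3 without AstroTRAP_19 (the same without the pan-reactive markers). With an estimated inter-gene correlation the adjusted p of each set was 0.999 from limma camera. The cause was not tested. Splits of the 7 libraries other than that by genotype gave a median of 1 set and up to 6, so the passes with one library left out lie within that range. No transporter passed in any alternative. The number of reactive markers that passed was from 0 to 2 with one library left out. The share of called genes on the chromosome of Slc2a1 stayed past the threshold at an adjusted p under 0.2 (37.5%), within 50 Mb (40.0%) and with the exact test (43.75%). The test of this share counts neighbouring genes as independent.

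Among the log2 fold changes of 24 genes and the means of 10 sets, 29 results under an alternative passed the threshold where the main value did not, 11 of them with the exact test and 10 with DESeq2, and 4 no longer passed. 24 changed sign, none of them with an adjusted p below 0.509. With 1 surrogate variable Gfap was at 0.11 and Slc2a8 at 0.0096. By library size alone Slc16a1 was at -0.018 and the vacuolar ATPase set at 0.0068, and with a minimum of 1 CPM in 3 samples the latter was at 0.0011. With one library left out, values ranged from -0.038 to 0.011 for Slc2a1, from -0.68 to 0.097 for Gfap, from -0.28 to 0.36 for Vim, from -0.25 to 0.093 for Slc2a8 and from -0.23 to 0.19 for Slc16a1. The ranges of the set means were from -0.16 to 0.11 for glycogen metabolism, from -0.043 to 0.055 for oxidative phosphorylation, from -0.020 to 0.022 for the vacuolar ATPase and from -0.11 to 0.56 for the A2-specific markers. The cause of these changes was not tested. Of the tested transporters, 6 of 10 changed sign in some alternative, as did 15 of 26 reactive markers.

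The depth limits the genes with few counts: 4 of 14 transporters and 10 of 36 reactive markers were not tested.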

Differences from the paper's values

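The reduction of Slc2a1 in the IP libraries labelled cKO was 0.902% from the counts of the whole gene, against the paper's 68% (SEM 4) from exons 3 to 8. The alternatives set before the data were examined gave reductions between -16.7% and 2.52%, and none closed the gap.

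The number of genes with an adjusted p under 0.05 was 6 with edgeR's quasi-likelihood test, against the paper's 13. Of the alternatives set before the data were examined, edgeR's exact test, which the paper's methods name, gave 18, within 1.5 times the paper's number. DESeq2 gave 21, library size alone gave 7, each other normalization, filter or surrogate variable gave 6, and the fits that each left out one library gave 4 to 6. The exact test called all 13 of the paper's genes, DESeq2 called 12, library size alone 4 and the quasi-likelihood test 3.

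The log2 fold change of Slc16a7 was 0.11, against -0.31 from the paper's TPM in the source data of Fig. 1l. TPM is adjusted for transcript length and the counts are not. The ratio of TPM to CPM had a coefficient of variation of 35.0% between libraries for Slc16a7, 26.7% for Slc2a4 and 2.50% for Slc16a1. The difference may therefore lie in the measure, which was not tested. No error of the paper's value was used, and the difference was set against the standard error from the counts (0.375). It was smaller than this with 1 surrogate variable (-0.076), and without AstroTRAP_11 (0.055), AstroTRAP_15 (-0.062), AstroTRAP_5 (0.0075) or AstroTRAP_17 (-0.097), where the sign without AstroTRAP_11 and AstroTRAP_5 is still opposite to the paper's. It was not with the other alternatives set before the data were examined.

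From qPCR and from the reads of exons 3 to 8, the paper states that transcript abundance of Slc2a1 fell in IP samples. Its CPM of these exons was 21.9 to 22.9 in the samples named control and 5.60 to 8.60 in those named cKO. It also reports reduced GLUT1 protein by western blot and immunolabelling. The count of the whole gene, a different measure, was 59.5 CPM in the libraries labelled control and 59.0 CPM in those labelled cKO.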

Other observations

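The tests on the loss of exon reads, on the number and the positions of genes called by the exact test, and on the genes near Slc2a1 were chosen only after the called genes were seen.

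Of the 13 genes the paper reports, 7 (53.8%) lie on chromosome 4, the chromosome of Slc2a1, against 6.16% of the tested genes with a position (Fisher's exact test, p = 4.07e-06). 4 of them lie within 20 Mb of Slc2a1 and 6 within 50 Mb. Fisher's exact test counts these genes as independent, but Cap1 and Ppt1 overlap in position. Hdac1 and Iqcc lie close together, as do Rsg1 and Arhgef19, so the p-values of this test may be too small. Among the genes called by the quasi-likelihood test, 2 of the 5 with a position (40.0%) lie on this chromosome (Fisher's exact test, p = 0.0334), and among those called by the exact test, 7 of 16 (43.75%; p = 2.28e-05). The called genes on chromosome 4 are all among the paper's genes, whose list raised the question, so these shares are no separate evidence. Of the 35 splits of the libraries, 1, the real one, gave as large a share on the chromosome with the quasi-likelihood test, but only 5 splits had any call. With the exact test, 1 of the 35 splits, again the real one, gave as large a share. The highest share of another split was 25%, and most of the other splits had 4 calls or fewer. In the cKO mice both copies of Slc2a1 are floxed, whereas the controls of this experiment carry the wild-type gene. A candidate explanation is therefore sequence carried along with the floxed allele that differs from the reference, with which reads would be assigned differently or neighbouring genes expressed differently. It was tested on the genes near Slc2a1 that neither edgeR test had called. Genes called by DESeq2 alone were not left out. Of 343 such genes within 20 Mb, 18 (5.25%) had an unadjusted p under 0.05, against 2.38% of 12393 genes elsewhere, a difference of 2.87 percentage points. 1 of the 35 splits, the real one, gave as large a difference. Of 56 other windows of 40 Mb with at least 100 genes, 2 held as large a share, and their median was 2.01%. The excess is one that flanking sequence could give, but 2 other windows reach it. They start at 80000001 on chromosome 7 (5.96%) and at 40000001 on chromosome 14 (5.71%), and hold Hddc3 and Psmb5 of the paper's genes. The windows with Pon2 (4.88%), Pop4 (0.912%), Dctd (1.06%) and Arsb (0.741%) do not reach it. Whether the 2 windows are background was not tested. Whether the excess would reflect altered read assignment or altered expression was not tested either. Input libraries, in which the same excess would be looked for, were not analysed here.

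The counts of the whole Slc2a1 gene were not lower in the libraries labelled cKO. If the reads of exons 3 to 8 alone were lost, the fall of 15.1 CPM in the paper's exon values would lower the gene-level CPM by 25.5%, and the reduction by library size was 0.355%. The SD between the libraries labelled cKO was 6.20% of the control mean, so a fall of this size would exceed the spread, and the gene counts did not show it. The paper's exon values come from another alignment than the gene counts, and how far the 2 ways of counting are comparable was not tested.

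With edgeR's exact test, 5 of the 35 splits gave at least the 18 genes of the real one. The split that gave the most calls set AstroTRAP_19, AstroTRAP_5 and AstroTRAP_17 apart from the other libraries, with 862 genes by the quasi-likelihood test and 1368 by the exact test. The mean log2 CPM of the oligodendrocyte markers, with a pseudocount of 0.5 CPM, was 4.67, 4.64 and 4.84 in these 3 libraries and 3.38 to 4.28 in the others. This split crosses the genotypes.

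Gm6594, a pseudogene on chromosome 17 from 82539162 to 82540345 that the exact test called and the paper does not report, had 0 counts in every library labelled control and was at least 10.8-fold higher in those labelled cKO. DESeq2 called it as well (adjusted p = 0.00170), and the quasi-likelihood test did not (0.429). Another gene that the exact test called and the paper does not report, listed under a clone name and without a position in RefSeq, had at most 1 count in every library labelled control and was at least 17.5-fold higher in those labelled cKO (adjusted p = 1.71e-05 from edgeR's exact test, 0.178 from the quasi-likelihood test). Both were chosen after their values were seen.

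For the gene sets, 0 of 10 passed with the real genotypes, where 1 set had an unadjusted p under 0.05, and the median over the other splits was 1 set. Since 0 is the lowest count possible, all 35 of the 35 splits reach it by construction, and this number says nothing about chance.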
